# Response of the goat mammary gland to infection with *Staphylococcus aureus* revealed by gene expression profiling in milk somatic and white blood cells

**DOI:** 10.1186/1471-2164-13-540

**Published:** 2012-10-09

**Authors:** Paola Cremonesi, Rossana Capoferri, Giuliano Pisoni, Marcello Del Corvo, Francesco Strozzi, Rachel Rupp, Hugues Caillat, Paola Modesto, Paolo Moroni, John L Williams, Bianca Castiglioni, Alessandra Stella

## Abstract

**Background:**

*S. aureus* is one of the main pathogens responsible for the intra-mammary infection in dairy ruminants. Although much work has been carried out to understand the complex physiological and cellular events that occur in the mammary gland in response to *S. aureus*, the protective mechanisms are still poorly understood. The objectives of the present study were to investigate gene expression during the early response of the goat mammary gland to an experimental challenge with *S. aureus,* in order to better understand the local and systemic response and to compare them in two divergent lines of goat selected for high and low milk somatic cell scores.

**Results:**

No differences in gene expression were found between high and low SCS (Somatic Cells Score) selection lines. Analysing the two groups together, an expression of 300 genes were found to change from T0 before infection, and T4 at 24 hours and T5 at 30 hours following challenge. In blood derived white blood cells 8 genes showed increased expression between T0 and T5 and 1 gene has reduced expression. The genes showing the greatest increase in expression following challenge (5.65 to 3.16 fold change) play an important role in (i) immune and inflammatory response (*NFKB1*, *TNFAIP6*, *BASP1*, *IRF1*, *PLEK*, *BATF3*); (ii) the regulation of innate resistance to pathogens (*PTX3*); and (iii) the regulation of cell metabolism (*CYTH4*, *SLC2A6*, *ARG2*). The genes with reduced expression (−1.5 to −2.5 fold) included genes involved in (i) lipid metabolism (*ABCG2*, *FASN*), (ii) chemokine, cytokine and intracellular signalling (*SPPI*), and (iii) cell cytoskeleton and extracellular matrix (*KRT19*).

**Conclusions:**

Analysis of genes with differential expression following infection showed an inverse relationship between immune response and lipid metabolism in the early response of the mammary gland to the *S. aureus* challenge. *PTX3* showed a large change in expression in both milk and blood, and is therefore a candidate for further studies on immune response associated with mastitis.

## Background

Mastitis is an inflammation of the mammary gland to infection, and is usually caused by bacteria. Mastitis represents one of the most economically important health traits for milk production, which makes it among the major concerns for the livestock sector [1]. Although much work has been carried out in dairy ruminants to understand the complex physiological and cellular events that occur in the mammary gland in response to pathogens [2-4], the protective mechanisms are still poorly understood. Invading pathogens activate the immune defence in the udder, which is a complex biological process involving not only resident and recruited immune cells, but also mammary epithelial and endothelial cells. The result is an increase in the number of somatic cells in milk. Polymorphic nuclear neutrophil granulocytes are the predominant cell type recruited to the gland [5,6], and their numbers increase 10- to 50-fold during the first few hours following infection [7,8]. The aetiology of the pathogens influences the severity of the symptoms: contagious pathogens, such as *Staphylococcus aureus* or *Streptococcus agalactiae*, cause ongoing chronic disease and sub-clinical mastitis, while the environmental coliform bacteria often cause acute, clinical mastitis [9]. Variation in presentation of the disease between pathogens may be the result of differences in the capability of the innate immune system to mount initial defences. This may be linked to factors such as recognition of pathogen derived antigen e.g. by Toll-like receptors (TLR) or the mobilisation of bactericidal effector molecules such as the β-defensins.

Immediate and appropriate recognition of the invading pathogen is fundamental for the prompt and proper activation of the immune response of the host. Infection will only be able to develop and the disease become manifest if these mechanisms fail. Studies in humans and model organisms have revealed that receptors and effector molecules of the innate immune system are a crucial first line of disease defence. An infection sets in motion a, normally, well ordered cascade of defence mechanisms to eliminate the pathogen, in which innate and adaptive immune mechanisms cooperate. However, there are no consistent descriptions of mastitis-related mammary gland-specific expression of the key factors controlling the innate immune system. Previous analyses have been focused on effector mechanisms in later stages of the adaptive immune response to an infection [10], studies of the early phases of infection which could shed light on innate defence mechanisms process in the udder are currently missing. Such studies can only be achieved in controlled infection experiments where the time of infection and pathogen involved are known.

Disease response is a complex trait under multi-genic control, which makes it difficult to develop appropriate genetic selection strategies for improved immune response. Nevertheless, a genetic component of host responses to bacteria during intra-mammary infections has been widely documented, and mastitis has a heritability up to 20% in goats [11,12]. Breeding to improve resistance to mastitis has had limited success, as very little is known about the genetic basis of resistance and functional complexity of the host pathogen interaction during infection. The overriding problems of developing an appropriate selection strategy to control mastitis are (i) the plethora of pathogens that cause mastitis, each of which may elicit a different immune response, and (ii) the strong environmental and management effects on the incidence of mastitis [13]. The number of somatic cells in milk is correlated with intra-mammary infection and cattle breeders have used somatic cell scores (SCS) in genetic selection for reducing mastitis. However, it is not certain how well SCS predicts immune response to infection with a mastitis causing pathogens, or incidence of clinical mastitis. Nevertheless, breeding programmes for mastitis resistance in dairy cattle [14,15] and sheep [16] have used SCS as a selection criterion. For goats, the relevance of SCS as a predictor of parameters of udder health and the susceptibility against mastitis is still untested.

Over the last decade techniques for studying the transcriptome have improved dramatically, in particular the use of microarrays that represent a large proportion of the expressed genes. The application of these approaches for dairy ruminants transcriptome profiling has identified genes, pathways and regulatory networks activated in mammary tissues during experimental infection by various pathogens, including *E. coli*, *S. aureus* and *S. uberis*[10,17-21]. The meta-analysis of transcription-profiling data from six independent studies of the mammary gland infected with different pathogens identified common signatures of infection among species and that were characteristic of early vs late stage responses [22].

The objectives of the present study were to investigate the early response of goats to a controlled infection with *S. aureus* by following gene expression responses in immune related cells in the blood and milk in order to better understand the local and systemic response. The study also compared the responses of two divergent lines of goat selected for high and low milk SCS.

## Results

### Intra-mammary *S. aureus* growth following experimental infection

Following intra-mammary experimental infection with *S. aureus,* the pathogen could be cultured from the milk of all 10 experimentally infected animals at 6 hours, and at the final sampling 30h post-infection, *S. aureus* could be cultured from 9 of the 10 infected animals. *S. aureus* present in milk samples reached a maximum at 18h post-infection with a mean of 5.8 log10 CFU/ml (Colony Forming Unit/ml) in the Low SCS (LSCS) line animals and 6.1 log10 CFU/ml the High SCS (HSCS) selection line goats. The number of *S. aureus* then remained constant for the rest of the study period (Figure 1). Strain analysis using the RAPD-PCR (Randomly Amplified Polymorphic DNA-PCR) method confirmed that *S. aureus* isolated from infected udders were the same as the strain used for the infection (data not shown). The control PBS-infused udders remained free from detectable infection throughout the study. No significant difference was observed in *S. aureus* counts at different time points in milk from LSCS and HSCS goats.

**Figure 1:**
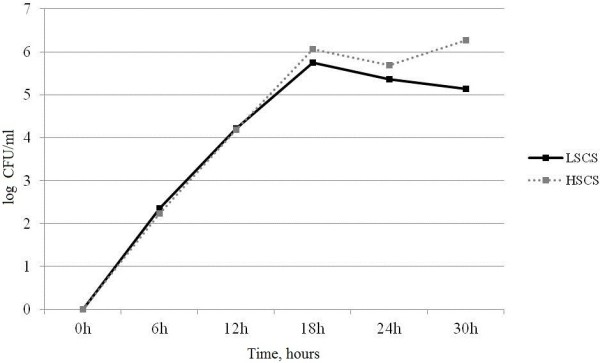
***S. aureus *counts in milk from LSCS (Low Somatic Cell Score) and HSCS (High Somatic Cell Score) goats at different time points.** Mean *S. aureus* log10 CFU/ml in milk was measured in LSCS and HSCS goats at 0, 6, 12, 18, 24 and 30 hours post infection. *S. aureus* counts peaked at 18 h post-challenge with means of 5.8 log10 CFU/ml in LSCS line animals and 6.1 log10 CFU/ml HSCS selection line goats. From 18 h to 30 h this value remained constant (paired t-test).

### Systemic and localized inflammatory responses to *S. aureus* intra-mammary infection

As an indicator of a systemic response to *S. aureus* infection, rectal temperatures were monitored throughout the study. Body temperature showed an upward trend from 0 to 18 h post-infection, however, the increased temperature was only significant (p=0.05) at the 24 and 30 h time points. Temperatures reached a maximum 30 h after infection and reached a peak mean (± S.D.) of 40.2 (±0.5) and 40.7 (±0.6) °C in LSCS and HSCS goats, respectively, which is not a significant difference (Figure 2).

**Figure 2:**
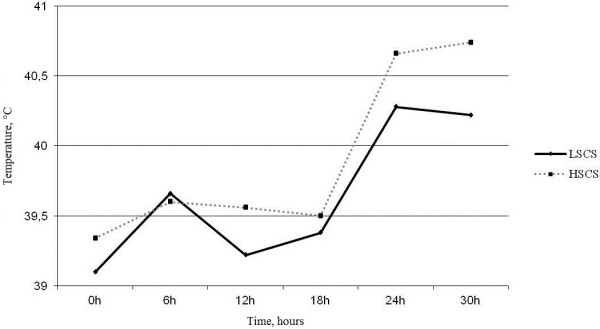
**Mean body temperature of LSCS (Low Somatic Cell Score) and HSCS (High Somatic Cell Score) goats.** Rectal temperature was monitored throughout the study. A temperature increase was only significant (paired t-test, p=0.05) at the 24 and 30 h time points and reached a maximum 30 h after infection. A paired t-test was applied to milk SCC of right udders in LSCS and HSCS goats to test if the changes at each time point were significant. No significant difference was observed in mean body temperature of LSCS and HSCS goats at different time points.

The systemic response to intra-mammary infection with *S. aureus* was characterized by a significant decrease (p=0.05) of total blood leukocyte (TBL) and of neutrophil (NEU) numbers 18h post-infection. The TBL and NEU counts were 13.7 and 6.0 x 10^3^ cells/ml in LSCS goats and 11.5 and 4.0 x 10^3^ cells/ml in HSCS goats. The lowest blood cell counts were reached at 30h post-infection, when the TBL and NEU counts were 9.8 and 4.2 x 10^3^ and 5.6 and 2.0 x 10^3^ cells/ml in LSCS and HSCS goats, respectively (Figure 3).

**Figure 3:**
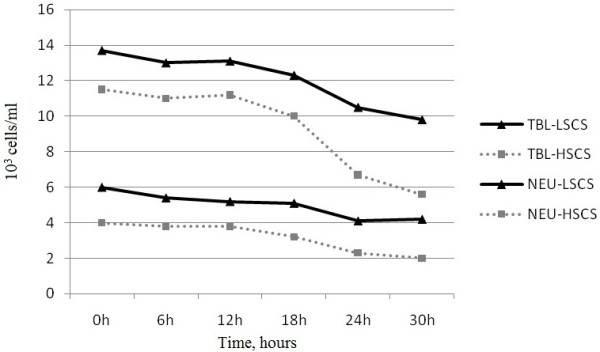
**Total blood leukocyte (TBL) and of neutrophils (NEU) counts of LSCS (Low Somatic Cell Score) and HSCS (High Somatic Cell Score) goats.** 18 h after challenge the TBL and NEU counts were 13,7 and 6 x 10^3^ cells/ml in LSCS goats and 11,5 and 4 x 10^3^ cells/ml in HSCS goats, respectively. The lowest counts were reached at 30h post-infection (paired t-test).

Changes in milk SCC (Somatic Cell Count) were monitored as an indicator of local response. Mean milk SCCs (x10^3^/ml), before *S. aureus* intra-mammary infection, were 6.0 x10^5^ and 4.5x10^5^ for LSCS left and right udder halves respectively, and 8.8 x10^5^ and 5.2 x10^5^ for HSCS left and right udder halves respectively at T5. Increases in milk SCC were initially observed after 18 h of infection. Milk SCC in the right hand control udders, infused with saline, remained unchanged throughout the study in LSCS goats, while milk SCC in right hand udder halves of HSCS goats increased significantly (p=0.05) (Figure 4).

**Figure 4:**
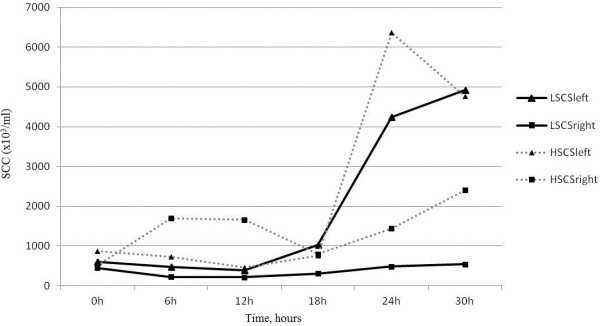
**Somatic cell count of LSCS (Low Somatic Cell Score) and HSCS (High Somatic Cell Score) goats in right and left udders.** Mean milk SCC (x10^3^/ml) of LSCS and HSCS goats in left udders (*S. aureus*-infected) and in right udders (PBS-infused) was measured at 0, 6, 12, 18, 24 and 30 hours post infection. Increases in milk SCC were initially observed after 18 h of infection. Milk SCC in the right hand control udders remained unchanged throughout the study in LSCS goats, while milk SCC in left hand udder halves of HSCS goats increased twofold (paired t-test, p=0.05).

The differential milk somatic cell composition was compared between LSCS and HSCS goats before and following infection. The mean proportion of macrophages in LSCS (19.98%) and HSCS (11.39%) prior to challenge was statistically significant (p=0.030; Table 1). After the challenge, for LSCS a significant increase in neutrophils was observed at T4 vs T0 (p=0.0031) and T5 vs T0 (p=0.0010) and decrease was observed for macrophages (T4 vs T0, p=0.0085; T5 vs T0 p=0.0009), lymphocytes (T4 vs T0, p=0.014; T5 vs T0, p=0.016) and epithelial cells (T4 vs T0, p=0.014; T5 vs T0, p=0.049) (Additional file 1). For HSCS a significant increase in neutrophils was found at T5 vs T0 (p=0.028), while significant decreases were seen for macrophages (T4 vs T0, p=0.016; T5 vs T0, p=0.010) and for epithelial cells (T5 vs T0, p=0.027).

**Table 1:** Differential cell counts (DCCs) in milk somatic cells in LSCS and HSCS animals during five time points post-infection. Mean and Standard Deviation (Dev. St) of the percentages of polymorfonuclear (PMN), macrophages (M), lymphocytes (L) and epithelial cells (E) at all time points are indicated

		**Mean T0**	**Dev. St**	**Mean T1**	**Dev. St**	**Mean T2**	**Dev. St**	**Mean T3**	**Dev. St**	**Mean T4**	**Dev. St**	**Mean T5**	**Dev. St**
LSCS	PMN	52.43	11.16	55.14	10.70	58.26	12.72	65.80**	10.05	83.55***	4.99	85.21***	7.78
	M	19.98	6.34	12.89	2.92	14.57	8.32	10.88**	4.93	4.76***	3.08	4.41***	4.92
	L	8.26	4.37	10.35	5.73	9.11	5.32	5.35	2.46	1.49**	1.07	0.20**	0.45
	E	19.32	3.47	21.62	9.53	18.06	7.58	17.98	7.20	10.20**	3.68	10.18**	4.68
HSCS	PMN	56.26	17.11	58.41	12.09	55.05	8.57	69.33	19.46	82.64	8.36	84.50**	8.58
	M	11.39	2.02	11.72	2.55	8.62**	2.84	5.30**	2.73	4.09**	2.58	4.61**	2.83
	L	9.15	9.24	9.80	4.16	7.78	7.83	1.97	2.08	0.91	1.55	0.55	0.80
	E	23.21	8.42	20.07	7.02	28.55	9.20	23.41	20.12	12.36	6.83	10.35**	6.33

**p-value < 0.05; ***p-value < 0.01.

Therefore, statistically different increase and variations in somatic cell composition were seen in the in right hand udder halves of HSCS vs LSCS goats (Figure 4 and Table 1), whereas there were no statistically significant differences in either blood or milk between the HSCS and LSCS goats for the other phenotypic responses (*i.e.* rectal temperature, milk SCC, TBL, NEU) at any of the time points after infection.

### Gene expression analysis of milk samples

No differences in gene expression were found at any of the time points between the two selection lines (HSCS vs LSCS). Analysing the two groups together (HSCS + LSCS), a total of 300 genes were found to be differentially expressed (p value < 0.01 and log2 fold change > 1.5) in milk SCC between T0 and T4 and 128 genes between T0 and T5. Among these genes, the majority (251 for T4 vs T0 and 123 for T5 vs T0) showed an increase in expression. 

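Milk somatic cells, the leukocytes and shed epithelial cells found in milk, were profiled in 10 goats before inoculation (T0) and at 24 h (T4), and in 6 of these goats (1, 2, 3, 4, 5 and 8) at 30 h (T5). Each RNA sample was hybridised to 1 array of 43768 bovine gene probes. The deposited values are log2 intensities that the authors had quantile normalized over all 46 arrays of milk and blood together. Every array therefore had nearly the same spread of values, with its highest near 16.0. The number of arrays limits the precision. Averaged over the arrays, 37.4% of the gene probes lay above nearly all negative control probes. The values were used as deposited and compared by limma in 1 group-means model of the milk arrays, with no term for the goat, since the methods name none. A probe was called at an adjusted p under 0.01 with an absolute log2 fold change above 1.5, the thresholds the paper gives. The array of goat 8 had the lowest correlation across probes with the rest of its group at T0 (0.926, group median 0.971), at T4 (0.882, median 0.955) and at T5 (0.883, median 0.958). The deposited files give no gene symbols for the probes, and 188 genes could be named through the probe identifiers in Additional files 2 and 3 and Table 5, 25 of them by their match to another species. A gene is thus named only where the study listed it as changed in these samples, so counts over a gene list are not independent evidence.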

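FYB, an adaptor protein of leukocyte adhesion and migration, rose in milk somatic cells at T4 by a log2 fold change of 2.50 (SE 0.33, adjusted p = 8.07e-05), and it was higher than at T0 in 10 of 10 goats. ISG15, a ubiquitin-like protein induced by interferon, rose by 2.39 (SE 0.41, adjusted p = 0.000520), again in 10 of 10 goats. NNAT, a small membrane protein known mainly from neurons, rose by 2.20 (SE 0.25, adjusted p = 2.15e-05) in 10 of 10 goats. At T5 NFKBIA, the inhibitor that holds NF-kB in the cytoplasm, had the smallest adjusted p of all probes (0.0144), at a log2 fold change of 2.07 (SE 0.31) and with 6 of 6 goats higher. NFKBIA passed at T5 with the goat as a block (2.24, adjusted p = 0.00795), without goat 6 (adjusted p = 0.00323) and without goat 8 (adjusted p = 9.27e-07). Of the 43768 probes, limma called 390 at T4, with 14920 at an unadjusted p under 0.05 where chance gives 2188. The T4 count was 211, 250, 230 and 248 without goats 3, 4, 5 and 9, and 625 without goat 8. At T5 limma called 0 probes, with 8642 at an unadjusted p under 0.05. The T5 count was 1 without goat 2 or goat 6, 211 without goat 8, 447 with array weights and 3 with the goat as a block.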

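MED12L, a protein of the Mediator complex of transcription, rose at T4 by a log2 fold change of 2.22 (SE 0.40, adjusted p = 0.000696) and was higher in 10 of 10 goats. ARHGAP15, which switches off Rac GTPases in leukocytes, also rose by 2.22 (SE 0.41, adjusted p = 0.000770) in 10 of 10 goats. CCDC9, a coiled-coil protein that binds RNA, fell by 1.76 on the log2 scale (SE 0.26, adjusted p = 0.000178) in 10 of 10 goats, and by 1.34, below the minimum on the fold change, with cyclic loess. Among the probes called at T4, 337 were higher and 53 lower, which makes 86.4% higher. The split was 394 and 28 with cyclic loess, and 547 and 177 with array weights. The median log2 fold change was 2.13 for the higher and -1.83 for the lower probes. In all 10 goats, 57 of the higher probes were higher and 13 of the lower probes were lower. Higher and lower probes numbered 189 and 22 without goat 3, 223 and 27 without goat 4, 200 and 30 without goat 5, 509 and 116 without goat 8, and 220 and 28 without goat 9. The lower probes also numbered 29, 98 and 25 without goats 1, 2 and 10. With no minimum on the fold change, 1962 probes were higher and 1853 lower at T4. At T5, where no probe was called by limma, 4332 probes were higher and 4310 lower at an unadjusted p under 0.05.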

Ingenuity Pathway Analysis (IPA; Ingenuity Systems, Inc.), was able to identify 259 and 127 genes respectively for T4 and T5 of milk samples, based on comparative annotation using human or mouse orthologs within the IPA Knowledge base (Additional files 2 and Additional file 3). The 10 genes in milk somatic cells (MSC) showing the greatest increase in expression post infection between 5.6 and 3.2 fold (Table 2) play an important role in (i) immune and inflammatory response (*NFKB1*, *TNFAIP6*, *BASP1*, *IRF1*, *PLEK*, *BATF3*); (ii) the regulation of innate resistance to pathogens (*PTX3*); and (iii) the regulation of cell metabolism (*CYTH4*, *SLC2A6*, *ARG2*). 

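IRF1, a transcription factor of the interferon response, rose at T4 by a log2 fold change of 4.20 (SE 0.81, adjusted p = 0.00109) and was higher in 9 of 10 goats. BASP1, a membrane-bound signalling protein, rose by 3.93 (SE 0.65, adjusted p = 0.000407) in 9 of 10 goats. CYTH4, an exchange factor for ARF GTPases in leukocytes, rose by 3.82 (SE 0.58, adjusted p = 0.000220), and SLC2A6, a lysosomal sugar transporter, by 3.66 (SE 0.56, adjusted p = 0.000218), each in 9 of 10 goats. Of the 10 genes of Table 2 for T4, 8 had a named probe, and 8 rose (8 adjusted over the list alone). At T5, S100A9, a subunit of the antimicrobial protein calprotectin, had a log2 fold change of 3.85 (SE 0.82, adjusted p = 0.0875; 5 of 6 goats higher), which was 4.67 (SE 0.54, adjusted p = 8.77e-05) without goat 8. ICAM1, the receptor on vessel walls and leukocytes that neutrophils bind, had 3.57 (SE 0.94, adjusted p = 0.0969; 5 of 6 goats higher) and without goat 8 4.48 (SE 0.68, adjusted p = 0.00122). Of the 10 genes of Table 2 for T5, 9 had a named probe. Limma called 0 of them at T5, with 9 at an unadjusted p under 0.05 and 9 passing when adjusted over the list alone. Without goat 8 all 9 passed at T5. With the goat as a block, 1 of them, TNFAIP6, passed at T5 (adjusted p = 0.00795). The study chose both lists on these samples. From these genes the paper states that the largest increases lie in immune response, innate resistance and cell metabolism.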

Fewer genes showing reduced expression between −1.5 to −2.5 fold (Table 3) were involved in (i) lipid metabolism (*ABCG2*, *FASN*), (ii) chemokine, cytokine and intracellular signalling (*SPPI*), and (iii) the cytoskeleton and extracellular matrix (*KRT19*).

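SPP1 (osteopontin), a phosphoprotein secreted into milk that also acts as a cytokine, fell at T4 by 2.57 on the log2 scale (SE 0.41, adjusted p = 0.000324) and was lower in 10 of 10 goats. At T5 its log2 fold change was -0.24 (SE 0.48, adjusted p = 0.808) with 2 of 6 goats higher, and 0.10 (SE 0.50, adjusted p = 0.914) without goat 8. KRT19, a keratin of epithelial cells, fell at T4 by 1.85 (SE 0.34, adjusted p = 0.000770) in 9 of 10 goats. EXOSC2, a subunit of the RNA exosome, fell by 1.76 (SE 0.36, adjusted p = 0.00180) in 10 of 10 goats. ABCG2, a transporter that secretes riboflavin into milk, fell by 1.92 (SE 0.44, adjusted p = 0.00379) in 9 of 10 goats. Its adjusted p was 0.0140, 0.0137, 0.0148, 0.0145 and 0.0117 without goats 3, 4, 5, 9 and 10. FASN, the fatty acid synthase, did not pass at T4, with a log2 fold change of -1.33 (SE 0.44, adjusted p = 0.0302; 2 of 10 goats higher). At T5 its log2 fold change was -2.05 (SE 0.50, adjusted p = 0.0956; 1 of 6 goats higher), and without goat 8 it passed at -2.47 (SE 0.52, adjusted p = 0.00829). Of the 10 genes of Table 3 for T4, 8 had a named probe and 8 fell (8 adjusted over the list alone). REG3G among them, which Table 3 describes as RNA binding motif protein 5, so that its name is doubtful, did not pass without goats 1, 3, 5, 9 and 10 (adjusted p = 0.0131, 0.0161, 0.0135, 0.0120 and 0.0125). Of the 2 genes of Table 3 for T5, only FASN had a named probe. The study chose the genes of Table 3 on these samples.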

**Table 2:** **List of the top 10 genes with the greatest increase in expression post infection in milk somatic cells due to intra-mammary infection with *S. aureus***

**Gene symbol**	**Gene name**	**Primary functions**	**Log fold change**
T4			
*PTX3*	Pentraxin 3, long	regulation of innate resistance to pathogens, inflammatory reactions, possibly clearance of self-components and female fertility	5.6
*PLEK*	Pleckstrin	Major protein kinase C substrate of platelets	4.4
*IRF1*	interferon regulatory factor 1	binds to the upstream regulatory region of type I IFN and IFN-inducible MHC class I genes (the interferon consensus sequence (ICS)) and activates those genes. Acts as a tumor suppressor	4.3
*NCF1*	neutrophil cytosolic factor 1	activation of the latent NADPH oxidase (necessary for superoxide production)	4.0
*SLC2A6*	solute carrier family 2 (facilitated glucose transporter), member 6	Facilitative glucose transporter; binds cytochalasin B with low affinity	3.9
*BASP1*	brain abundant, membrane attached signal protein 1	encodes a membrane bound protein with several transient phosphorylation sites and PEST motifs	3.9
*CYTH4*	cytohesin 4	Promotes guanine-nucleotide exchange on ARF1 and ARF5. Promotes the activation of ARF through replacement of GDP with GTP	3.9
*TNFAIP6*	tumor necrosis factor, alpha-induced protein 6	involved in cell-cell and cell-matrix interactions during inflammation and tumorigenesis	3.8
*COL3A1*	collagen, type III, alpha 1	Collagen type III occurs in most soft connective tissues along with type I collagen	3.8
*BATF3*	basic leucine zipper transcription factor, ATF-like 3	negative regulator of AP-1-mediated transcription by heterodimerizing with JUN and binding DNA at 12-O-tetradecanoylphorbol-13-acetate response elements (TRE) (consensus: 5′-TGA[CG]TCA-3′). Represses IL2 and MMP1 promoter activities	3.7
T5			
*PTX3*	Pentraxin 3, long	regulation of innate resistance to pathogens, inflammatory reactions, possibly clearance of self-components and female fertility	5.3
*S100A9*	S100 calcium binding protein A9	Calcium-binding protein. Has antimicrobial activity towards bacteria and fungi. Important for resistance to invasion by pathogenic bacteria. Up-regulates transcription of genes that are under the control of NF-kappa-B. Plays a role in the development of endotoxic shock in response to bacterial lipopolysaccharide (LPS) (By similarity). Promotes tubulin polymerization when unphosphorylated. Promotes phagocyte migration and infiltration of granulocytes at sites of wounding. Plays a role as a pro-inflammatory mediator in acute and chronic inflammation and up-regulates the release of IL8 and cell-surface expression of ICAM1. Extracellular calprotectin binds to target cells and promotes apoptosis. Antimicrobial and proapoptotic activity is inhibited by zinc ions	3.8
*ICAM1*	intercellular adhesion molecule 1	During leukocyte trans-endothelial migration, ICAM1 engagement promotes the assembly of endothelial apical cups through ARHGEF26/SGEF and RHOG activation. In case of rhinovirus infection acts as a cellular receptor for the virus	3.7
*SOD2*	superoxide dismutase 2, mitochondrial	Destroys radicals which are normally produced within the cells and which are toxic to biological systems	3.5
*PLEK*	Pleckstrin	Major protein kinase C substrate of platelets	3.4
*S100A8*	S100 calcium binding protein A8	Calcium-binding protein. Has antimicrobial activity towards bacteria and fungi. Important for resistance to invasion by pathogenic bacteria. Up-regulates transcription of genes that are under the control of NF-kappa-B. Plays a role in the development of endotoxic shock in response to bacterial lipopolysaccharide (LPS) (By similarity). Promotes tubulin polymerization. Promotes phagocyte migration and infiltration of granulocytes at sites of wounding. Plays a role as pro-inflammatory mediator in acute and chronic inflammation and up-regulates the release of IL8 and cell-surface expression of ICAM1. Extracellular calprotectin binds to target cells and promotes apoptosis. Antimicrobial and proapoptotic activity is inhibited by zinc ions	3.4
*DNAJB6*	DnaJ (Hsp40) homolog, subfamily B, member 6	Plays an indispensable role in the organization of KRT8/KRT18 filaments. Acts as an endogenous molecular chaperone for neuronal proteins including huntingtin. Has a stimulatory effect on the ATPase activity of HSP70 in a dose-dependent and time-dependent manner and hence acts as a co-chaperone of HSP70. Reduces huntingtin aggregation associated with HD. Also reduces cellular toxicity and caspase-3 activity	3.2
*TNFAIP6*	tumor necrosis factor, alpha-induced protein 6	involved in cell-cell and cell-matrix interactions during inflammation and tumorigenesis	3.1
*NCF4*	neutrophil cytosolic factor 4, 40kDa	Component of the NADPH-oxidase, a multicomponent enzyme system responsible for the oxidative burst in which electrons are transported from NADPH to molecular oxygen, generating reactive oxidant intermediates. It may be important for the assembly and/or activation of the NADPH-oxidase complex	3.1
*STEAP4*	STEAP family member 4	Metalloreductase that has the ability to reduce both Fe(3+) to Fe(2+) and Cu(2+) to Cu(1+). Uses NAD(+) as acceptor. Play a role in systemic metabolic homeostasis, integrating inflammatory and metabolic responses (By similarity). Associated with obesity and insulin-resistance. Involved in inflammatory arthritis, through the regulation of inflammatory cytokines. Inhibits anchorage-independent cell proliferation	3.1

**Table 3:** **List of the top 10 genes with an expression decrease in milk somatic cells due to intra-mammary infection with *S. aureus***

**Gene symbol**	**Gene name**	**Primary functions**	**Log fold change**
T4			
*SPP1*	secreted phosphoprotein 1	Acts as a cytokine involved in enhancing production of interferon-gamma and interleukin-12 and reducing production of interleukin-10 and is essential in the pathway that leads to type I immunity (By similarity)	−2.4
*ABCG2*	ATP-binding cassette, sub-family G (WHITE), member 2	Xenobiotic transporter that may play an important role in the exclusion of xenobiotics from the brain. May be involved in brain-to-blood efflux. Appears to play a major role in the multidrug resistance phenotype of several cancer cell lines. When overexpressed, the transfected cells become resistant to mitoxantrone, daunorubicin and doxorubicin, display diminished intracellular accumulation of daunorubicin, and manifest an ATP-dependent increase in the efflux of rhodamine 123	−2.1
*CD24*	CD24 molecule	Modulates B-cell activation responses. Signaling could be triggered by the binding of a lectin-like ligand to the CD24 carbohydrates, and transduced by the release of second messengers derived from the GPI-anchor. Promotes AG-dependent proliferation of B-cells, and prevents their terminal differentiation into antibody-forming cells	−2.0
*KRT19*	keratin 19	Involved in the organization of myofibers. Together with KRT8, helps to link the contractile apparatus to dystrophin at the costameres of striated muscle	−2.0
*EXOSC2*	exosome component 2	Component of the exosome 3′->5′ exoribonuclease complex, a complex that degrades inherently unstable mRNAs containing AU-rich elements (AREs) within their 3′ untranslated regions. Required for the 3′processing of the 7S pre-RNA to the mature 5.8S rRNA. Has a 3′-5′ exonuclease activity	−1.9
*HDAC10*	histone deacetylase 10	Responsible for the deacetylation of lysine residues on the N-terminal part of the core histones (H2A, H2B, H3 and H4). Histone deacetylation gives a tag for epigenetic repression and plays an important role in transcriptional regulation, cell cycle progression and developmental events. Histone deacetylases act via the formation of large multiprotein complexes	−1.9
*C5ORF56*	chromosome 5 open reading frame 56	Homo sapiens chromosome 5 open reading frame 56 (C5orf56), mRNA	−1.9
*ELF5*	E74-like factor 5 (ets domain transcription factor)	Transcriptionally activator that may play a role in regulating the later stages of keratinocytes terminal differentiation	−1.8
*MID2*	midline 2	The protein encoded by this gene is a member of the tripartite motif (TRIM) family. The TRIM motif includes three zinc-binding domains, a RING, a B-box type 1 and a B-box type 2, and a coiled-coil region. The protein localizes to microtubular structures in the cytoplasm.	−1.8
*REG3G*	RNA binding motif protein 5	Might be a stress protein involved in the control of bacterial proliferation (By similarity)	−1.8
T5			
*FASN*	fatty acid synthase	Fatty acid synthetase catalyzes the formation of long-chain fatty acids from acetyl-CoA, malonyl-CoA and NADPH. This multifunctional protein has 7 catalytic activities and an acyl carrier protein	−2.1
*CCNB2*	cyclin B2	Essential for the control of the cell cycle at the G2/M (mitosis) transition	−1.5

### Canonical pathway

The most represented canonical signalling and metabolic pathways among the differentially expressed genes at T4 and T5 included *MIF-mediated Glucocorticoid Regulation*, *MIF Regulation of Innate Immunity*, *NF-kB Signalling*, *IL-10 Signalling* and *Hypoxia Signalling in Cardiovascular System* for T4 and *Production of Nitric Oxide and Reactive Oxygen Species in Macrophages*, LXR/RXR *Activation, Toll-like Receptor Signalling*, *Acute Phase Response Signalling* and *MIF-mediated Glucocorticoid Regulation* for T5 (Table 4 and Additional file 4). 

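NFKB1, the precursor of the p50 subunit of NF-kB, rose at T4 by a log2 fold change of 3.61 (SE 0.62, adjusted p = 0.000544) and was higher in 9 of 10 goats. PTGS2, the enzyme that starts prostaglandin synthesis in inflammation, rose by 1.65 (SE 0.21, adjusted p = 6.79e-05) in 10 of 10 goats. NFKBIB, another inhibitor of NF-kB, rose by 1.59 (SE 0.32, adjusted p = 0.00141) in 9 of 10 goats. BMP2, a growth factor of the TGF-beta family that Table 4 lists under NF-kB signalling, fell by 1.93 (SE 0.39, adjusted p = 0.00147) in 9 of 10 goats. HIF1A, the oxygen-regulated transcription factor, rose by 1.57 (SE 0.34, adjusted p = 0.00253) in 9 of 10 goats, with an adjusted p of 0.0124 without goat 3 and 0.0101 without goat 5. UBE2H, a ubiquitin-conjugating enzyme, rose by 2.14 (SE 0.36, adjusted p = 0.000431) in 9 of 10 goats. Of the 6 genes of MIF-mediated glucocorticoid regulation in Table 4, 6 rose at T4. Of the 9 genes of NF-kB signalling with a named probe, 8 were higher, 7 of them above the minimum on the fold change, and 1 fell. Of the 7 genes of hypoxia signalling, 7 rose. The counts adjusted over the list alone were 6, then 8 and 1, then 7. RIPK1 of the NF-kB list no longer passed without goats 1, 3, 4, 5, 9 and 10 (adjusted p = 0.0152, 0.0155, 0.0117, 0.0150, 0.0142 and 0.0166), and HSP90B1 of the hypoxia list no longer passed without goat 3 (adjusted p = 0.0101). The study took these genes from its own calls on these samples.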

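OSM, a cytokine of the interleukin 6 family, had a log2 fold change of 2.52 at T5 (SE 0.70, adjusted p = 0.0993; 5 of 6 goats higher), and of 2.99 (SE 0.54, adjusted p = 0.00390) without goat 8. Complement C3, which tags bacteria for uptake, had 2.12 (SE 0.54, adjusted p = 0.0956; 5 of 6 goats higher), and 2.62 (SE 0.46, adjusted p = 0.00320) without goat 8. MYD88, the adaptor of most Toll-like receptors, had 1.73 (SE 0.57, adjusted p = 0.130; 5 of 6 goats higher), and 2.12 (SE 0.52, adjusted p = 0.0164) without goat 8. In the T5 pathways of Table 4 a named probe was found for 7 of 9 genes of nitric oxide and reactive oxygen production, 5 of 5 genes of Toll-like receptor signalling and 6 of 8 genes of the acute phase response. All of them had a positive log2 fold change at T5, with medians of 2.58, 2.25 and 2.31 for the 3 pathways. None passed in limma at an adjusted p under 0.01 over all probes, though NFKBIA did with the goat as a block (2.24, adjusted p = 0.00795), and each had an unadjusted p under 0.05. Without goat 8, 5, 4 and 5 genes passed over all probes. Adjusted over the list alone, 6, 5 and 6 genes were higher. The pathways were built from the study's own T5 calls.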

The majority of genes with > 1.5 fold change in expression between T0 and T5 within these pathways had an increase in expression. Among the five pathways, three were related to immune or inflammatory functions: *IL-10 Signalling*, which limits the inflammatory response, *Production of Nitric Oxide and Reactive Oxygen Species in Macrophages* and *MIF-mediated Glucocorticoid regulation*, which promote the inflammatory response. 

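NCF4, a subunit of the NADPH oxidase that makes superoxide in phagocytes, rose at T4 by a log2 fold change of 3.72 (SE 0.62, adjusted p = 0.000389) in 9 of 10 goats. SOD2, the mitochondrial enzyme that removes superoxide, rose by 3.22 (SE 0.65, adjusted p = 0.00160) in 9 of 10 goats, while SOD1, its cytosolic counterpart, fell by 1.65 (SE 0.22, adjusted p = 8.78e-05) in 9 of 10 goats. DUSP1, a phosphatase that ends MAP kinase signalling, rose by 3.21 (SE 0.55, adjusted p = 0.000477) in 9 of 10 goats. ZC3H12A, a nuclease that degrades cytokine transcripts, rose by 2.04 (SE 0.44, adjusted p = 0.00254) in 9 of 10 goats, with an adjusted p of 0.0128 without goat 3 and 0.0101 without goat 5. Of the 5 named genes of NADPH oxidase and redox balance, 4 rose and 1 fell at T4 (4 and 1 adjusted over the list alone). Of the 7 named genes of nitric oxide and reactive oxygen production in Table 4, 7 rose at T4 (7 adjusted over the list alone). ARG2, DUSP1 and ZC3H12A, the named genes that limit inflammation, all rose at T4 (3 adjusted over the list alone). None of these redox and inflammation-limiting genes passed in limma at T5, while without goat 8 4 and 2 were higher, and adjusted over the list alone 4 and 2. They were named only because the study had called them in these goats, so their counts are not independent evidence.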

The pathway analysis also revealed that the *Toll-like Receptor Signalling* pathway was activated. 

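TLR4, the receptor for bacterial lipopolysaccharide, rose at T4 by a log2 fold change of 2.96 (SE 0.57, adjusted p = 0.00105) and was higher in 8 of 10 goats. At T5 it had 2.25 (SE 0.65, adjusted p = 0.105; 5 of 6 goats higher), and without goat 8 it passed at 2.70 (SE 0.58, adjusted p = 0.00899). MYD88, which links the receptors to NF-kB, rose at T4 by 2.60 (SE 0.50, adjusted p = 0.00105) in 9 of 10 goats. NFKBIA, which NF-kB itself induces as a brake, rose at T4 by 2.19 (SE 0.27, adjusted p = 3.88e-05) in 9 of 10 goats. TNIP3, a further inhibitor of this pathway, rose at T4 by 2.49 (SE 0.51, adjusted p = 0.00173) in 10 of 10 goats. Of 5 named genes of pattern recognition, 5 rose at T4 (5 adjusted over the list alone), and limma called 0 at T5 (4 passed without goat 8, 5 adjusted over the list alone). Of 6 named genes of NF-kB signalling, 6 rose at T4 (6 adjusted over the list alone), and 0 were called at T5 (3 adjusted over the list alone). Without goat 8 3 passed at T5, NFKBIB of them at 1.49 below the minimum on the fold change. NFKBIA passed at T5 with the goat as a block (2.24, adjusted p = 0.00795). The members of both lists were named only because the study had called them in these goats, so these counts are not independent evidence. From its pathway analysis, the paper states that Toll-like receptor signalling was activated.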

Toll-like receptor activation is known to stimulate the synthesis of pro-inflammatory cytokines and chemokines in response to the bacterial infection, and the *LXR/RXR Activation pathway* which is involved in inflammation and lipid metabolism.

**Table 4:** Most significant affected IPA canonical pathways

**Canonical pathway (IPA)**	**Genes**	**P-value**	**Ratio**
T4			
MIF-mediated Glucocorticoid Regulation	*TLR4, NFKBIA, CD14, PTGS2, NFKBIB, NFKB1*	4.67E-06	6/41
MIF Regulation of Innate Immunity	*TLR4, NFKBIA, CD14, PTGS2, NFKBIB, NFKB1*	1.8E-05	6/49
NF-κB Signalling	*TLR4, IL1A, TGFBR1, RIPK1, NFKBIA, MYD88, BMP2, RELB, TNFAIP3, NFKBIB, NFKB1*	2.46E-05	11/176
IL-10 Signalling	*IL18RAP, IL1A, NFKBIA, CD14, ARG2, NFKBIB, NFKB1*	4.47E-05	7/78
Hypoxia Signalling in the Cardiovascular System	*HSP90B1, UBE2H (includes EG:7328), NFKBIA, UBE2B, HIF1A, NFKBIB, UBE2L6*	5.4E-05	7/71
T5			
Production of Nitric Oxide and Reactive Oxygen Species in Macrophages	*TLR4, PPP1R3D, NFKBIA, ARG2, NCF4, NFKB1, RHOH, IRF1, SIRPA*	1.98E-06	9/189
LXR/RXR Activation	*TLR4, IL18RAP, FASN, CD14, ARG2, NFKB1*	1.85E-05	6/93
Toll-like Receptor Signalling	*TLR4, NFKBIA, MYD88, CD14, NFKB1*	2.72E-05	5/55
Acute Phase Response Signalling	*SOD2, C3, NFKBIA, MYD88, OSM, SERPINA1, NFKB1, SAA1*	3.59E-05	8/183
MIF-mediated Glucocorticoid Regulation	*TLR4, NFKBIA, CD14, NFKB1*	8.09E-05	4/41

Five most significant canonical pathways identified with IPA using the significantly affected genes for T_4_ and T_5_. The identified canonical pathways are listed from the lowest to the highest p-value, and are reported with the involved genes and the corresponding ratio (# of genes involved/ # of known genes in the pathway).

At T4 and T5, 19 and 11 networks were identified using Ingenuity pathway analysis, respectively. The T4 networks contained a total of 244 differentially expressed genes which were involved in pathways and functions including the *Cellular Movement, Haematological System, Immune Cell Trafficking*, *Haematopoiesis*, *Tissue Development*, *Antigen Presentation*, *Cellular Compromise*, *Cellular Function and Maintenance* and *Inflammatory Response*. The T5 networks contained a total of 109 differentially expressed genes involved in pathways and functions including *Inflammatory Response, Digestive System Development and Function, Hepatic System Development and Function, Cell-To-Cell Signalling* and *Interaction, Tissue Development, Haematological System Development and Function, Kidney Failure, Organismal Injury and Abnormalities, Renal and Urological Disease, Tumor Morphology, Amino Acid Metabolism, Small Molecule Biochemistry, Cell Death, Cellular Compromise.*

### Meta-analysis

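UBE2L6, the enzyme that passes ISG15 to its target proteins, had an adjusted p of 1.20e-07 over T4 and T5 combined. Its log2 fold change was 1.77 at T4 (10 of 10 goats higher) and 1.91 at T5 (6 of 6 goats higher). TNFAIP6, a protein that binds hyaluronan in inflamed tissue, had a combined adjusted p of 2.76e-07, with 3.40 at T4 (10 of 10 goats higher). The limma p-values of T4 against T0 and of T5 against T0 were combined by the sum of logs, as in the methods, and adjusted over all probes. At an adjusted p under 1e-04, 754 probes passed, of which 405 were higher and 349 lower at both time points, and 741 had an unadjusted p under 0.05 at each. Both comparisons share the T0 arrays, so their p-values are not independent. The count was 280, 1144, 48, 50, 93, 387, 2781, 293 and 257 without goats 1, 2, 3, 4, 5, 7, 8, 9 and 10. It was 183 with the goat as a block, and a moderated F-test of any change at T4 or T5 called 5 probes.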

The meta-analysis of expression data from the milk samples cells across all the time points identified twenty differentially expressed genes (p value <0.0001). These genes could be placed into 5 pathways, with 1 gene (*NFKB1*) in common. Two genes (*TLR2* and *NFKBIA*) were common to 3 pathways: *Toll like receptor signalling*, *role of pattern recognition receptors in recognition of bacteria and viruses*, *production of nitric oxide and reactive oxygen species in macrophages*. The remaining 17 genes were distributed as follows: 9 genes (*HDAC6*, *BTK*, *ARHGEF4*, *RALA*, *RALB*, *FCER1G*, *LYN*, *MYL10* and *ITGA3*) in *phospholipase C signalling pathway*, 2 genes (*IFNGR2* and *IRF8*) in *production of nitric oxide and reactive oxygen species in macrophages*, 2 genes (*IL1RN* and *IL10RB*) in *IL-10 signalling*, 1 gene (*TIRAP*) in *toll like receptor signalling* and 3 genes (*PTX3*, *CLEC7A* and *NOD2*) in *role of pattern recognition receptors in recognition of bacteria and viruses* (Figure 5; Additional file 5).

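Of the 20 genes in Figure 5, only NFKB1, NFKBIA and PTX3 had a named probe. PTX3, a pattern recognition protein that neutrophils and macrophages release, had a combined adjusted p of 2.32e-08, the lowest of all probes, and NFKBIA the same value after adjustment. NFKB1 had a combined adjusted p of 4.86e-06. In the moderated F-test the adjusted p was 7.51e-05 for NFKBIA, 0.000326 for PTX3 and 0.00194 for NFKB1. Each of the 3 genes had a higher mean at T4 and at T5 than at T0. In all, 136 named genes passed the combined test. These names come from the study's T4 and T5 lists, so they describe the overlap with those lists only.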

**Figure 5:**
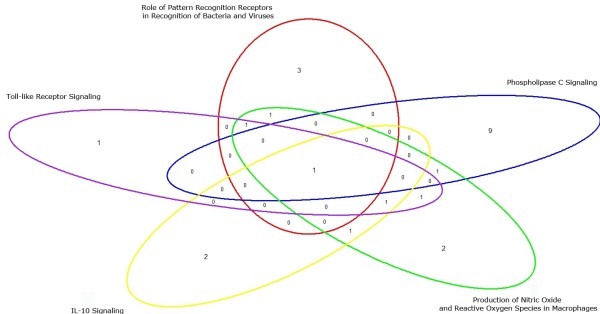
**Venn diagram of the meta-analysis results.** Venn diagram illustrating one gene in common (NFKB1) among the five pathways and distinct genes for the meta-analysis (red: 3 genes of role of pattern recognition receptors in recognition of bacteria and viruses; blue: 9 genes of phospholipase C signalling; green: 2 genes of production of nitric oxide and reactive oxygen species in macrophages; yellow: 2 genes of IL-10 signalling; purple: one gene of toll like receptor signalling).

### Gene expression analysis in White Blood Cells (WBC)

No changes in expression were found between T0 and T1, T2, T3, T4 for WBC either in the HSCS or LSCS lines, or if the data from both lines were combined. However, analysing the combined data, at T5 9 genes were found to be differentially expressed when compared with T0 (p value < 0.05 and log2 fold change > 1.5). Eight of these genes showed an increased level of expression and one showed a decrease in expression (Table 5).

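White blood cells of the same 10 goats were profiled at T0 and at 30 h (T5), with 1 array for each sample, and the deposited log2 values of these arrays had been quantile normalized by the authors together with those of milk. Limma compared T5 with T0 on the blood arrays alone, at an adjusted p under 0.05 and an absolute log2 fold change above 1.5, the thresholds the paper gives. The lowest correlation of an array with the rest of its group was 0.947 at T0 (goat 8) and 0.963 at T5 (goat 10). ACVR1B, a receptor for activins, rose by a log2 fold change of 1.82 (SE 0.20, adjusted p = 3.96e-05) and was higher in 10 of 10 goats. In all, 12 probes were called, 11 higher and 1 lower. At an unadjusted p under 0.05 there were 2463 probes (1134 higher and 1329 lower), where chance gives 2188. The count was 7 without goat 1 or goat 4 and 24 without goat 2. With no minimum on the fold change, 75 probes were higher and 17 lower.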

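EMR1, an adhesion receptor of monocytes and macrophages, rose in blood by a log2 fold change of 2.48 (SE 0.36, adjusted p = 0.00141) and was higher in 9 of 10 goats. TGM1, a transglutaminase that links proteins, rose by 1.81 (SE 0.27, adjusted p = 0.00206) in 9 of 10 goats. TKDP3, a trophoblast Kunitz domain protein named here by the study's annotation, rose by 2.49 (SE 0.48, adjusted p = 0.0192) in 9 of 10 goats, but did not pass without goats 1, 4, 9 and 10 (adjusted p = 0.0612, 0.0911, 0.0565 and 0.0619). DNAJB6, a chaperone of the Hsp40 family, rose by 2.80 (SE 0.52, adjusted p = 0.0135) in 9 of 10 goats, but did not pass without goat 1 (adjusted p = 0.0502) and goat 4 (adjusted p = 0.0720). CD14, a co-receptor for lipopolysaccharide on monocytes, passed the test at 1.44 (SE 0.25, adjusted p = 0.00822; 9 of 10 goats higher) and lay below the minimum on the fold change. AMICA1, an adhesion molecule through which leukocytes cross epithelia, fell by 1.83 on the log2 scale (SE 0.32, adjusted p = 0.00864) in 10 of 10 goats. Of the 9 genes of Table 5, 8 were higher and 1 lower at an adjusted p under 0.05 (8 and 1 adjusted over the list alone), and the study chose them on these samples.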

**Table 5:** **List of the 9 differentially expressed genes in white blood cells due to intra-mammary infection with *S. aureus***

**Gene symbol**	**Gene name**	**Gene description**	**Log fold change**
T_5_			
*PTX3*	ENSBTAG00000009012	Pentraxin-related protein PTX3 precursor (Pentaxin-related protein PTX3)	4.9
*DNAJB6*	gnl|UG|Bt#S26165666	Bos taurus DnaJ (Hsp40) homolog, subfamily B, member 6 (DNAJB6), mRNA	2.8
*S100A8*	ENSBTAG00000012640	Protein S100-A8 (S100 calcium-binding protein A8) (Calgranulin-A) (Neutrophil cytosolic 7 kDa protein) (P7) (BEE11)	2.3
*TKDP3*	ENSBTAG00000014345	Trophoblast Kunitz domain protein 3 (Fragment)	2.3
*EMR1*	ENSBTAG00000007901	EGF-like module-containing mucin-like hormone receptor-like 1 precursor (Cell surface glycoprotein EMR1) (EMR1 hormone receptor)	2.3
*ACVR1B*	gb|CO881044.1|CO881044	Homo sapiens activin A receptor, type IB (ACVR1B), transcript variant 1, mRNA	1.7
*TGM1*	ENSBTAG00000003920	transglutaminase 1	1.6
*CD14*	ENSBTAG00000015032	Monocyte differentiation antigen CD14 precursor (Myeloid cell-specific leucine-rich glycoprotein)	1.5
*AMICA1*	ENSBTAG00000023283	AMICA1 protein	−1.6

### Real-time PCR analyses for microarray data validation

The expression of *RPL13A* (Ribosomal Protein L13A) showed no significant variation among time points for both milk and blood cells on the array and was therefore used as reference gene for qPCR for both milk and blood samples.

Real-time qPCR was used to confirm the gene expression differences in expression of some genes between 24 h (T4) and 30 h (T5) post challenge for milk derived cells and 30 h (T5) for blood cells.

The gene with the greatest increase in expression from the array data was the *PTX3* (Pentraxin 3), which showed a logFC of 5.6 in the milk derived cells at T4 and a logFC of 5.0 in blood cells at T5. 

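PTX3 binds bacteria and complement and is stored and released by neutrophils. In milk somatic cells it rose at T4 by a log2 fold change of 5.49 (SE 0.78, adjusted p = 0.000142 from limma) and was higher in 9 of 10 goats. In white blood cells it rose at T5 by 5.03 (SE 0.51, adjusted p = 1.20e-05) in 10 of 10 goats. The median level in milk went from 9.05 at T0 to 15.99 at T4, and in blood from 9.30 at T0 to 14.86 at T5. At T4 8 of 10 goats, and in blood at T5 5 of 10 goats, lay within 0.5 of the highest value of the array, above which a level cannot be read. The T0 level in milk was near the upper range of the negative controls (9.00), so the fold change in milk is a lower bound. Goat 8 had the lowest level in milk at T4, 8.71, and goat 2 the lowest in blood at T5, 10.36. From these fold changes the paper states that PTX3 had the largest increase on the array.

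**Figure D1:**
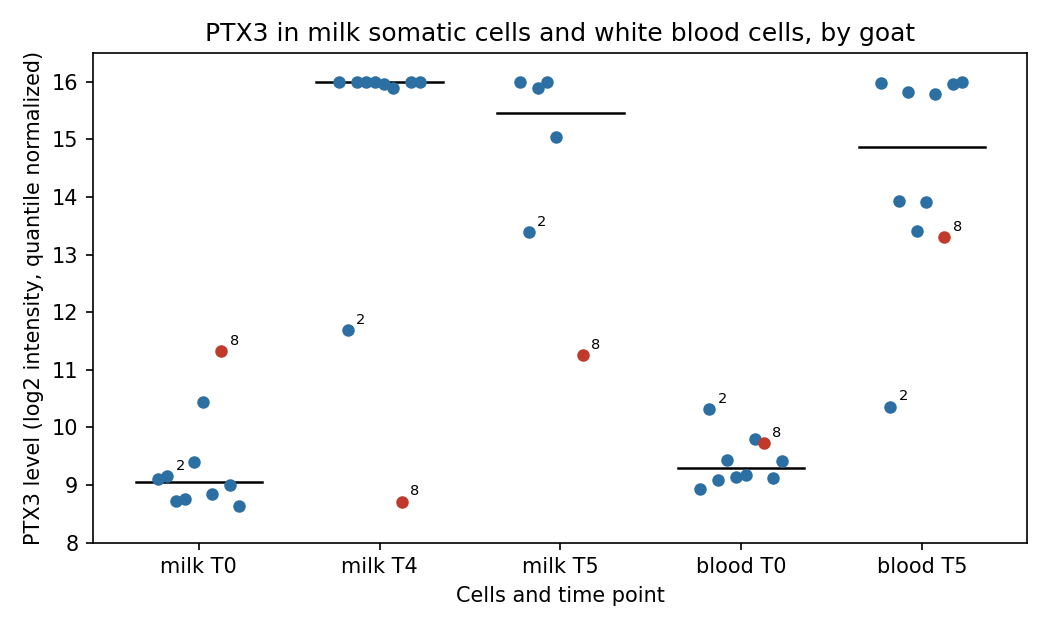
PTX3 level (log2 intensity, quantile normalized) of every goat in milk somatic cells at T0, T4 and T5 and in white blood cells at T0 and T5. Each point is 1 goat, goat 8 is red, goats 2 and 8 carry their number, and the bars are medians. At T4 most goats sit near 16.0, while goat 8 is at 8.71.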

The strong increase in gene expression of this gene was confirmed by qPCR with a logFC of 8.6 (T4 vs T0) and 8.9 (T5 vs T0) for milk and 7.2 (T5 vs T0) for blood samples.

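In blood, S100A8, the partner of S100A9 in calprotectin, rose by a log2 fold change of 2.30 (SE 0.45, adjusted p = 0.0199) in 9 of 10 goats. S100A8 did not pass without goats 1, 4, 5, 6 and 10 (adjusted p = 0.0600, 0.0766, 0.0529, 0.0544 and 0.0625). The probe annotated as EMR1-like rose in blood by 3.16 (SE 0.43, adjusted p = 0.000530) in 10 of 10 goats. In milk, TAGAP, a protein of activated T cells, rose at T4 by 2.93 (SE 0.42, adjusted p = 0.000152; 10 of 10 goats) and had 1.47 at T5 (SE 0.49, adjusted p = 0.132; 5 of 6 goats higher). SERPINB1, an inhibitor of neutrophil elastase, rose at T4 by 2.15 (SE 0.42, adjusted p = 0.00118; 10 of 10 goats) and had 1.63 at T5 (SE 0.48, adjusted p = 0.108; 6 of 6 goats higher). THBD, the thrombin receptor thrombomodulin, had 2.36 at T5 (SE 0.64, adjusted p = 0.0993; 5 of 6 goats higher) and passed without goat 8 at 3.00 (SE 0.54, adjusted p = 0.00351). TNFAIP6 had 2.88 at T5 (SE 0.61, adjusted p = 0.0875; 6 of 6 goats higher), where the paper's qPCR value is 6.7. TNFAIP6 passed at T5 with the goat as a block at 3.21 (adjusted p = 0.00795) and without goat 8 at 3.31 (SE 0.50, adjusted p = 0.00122). Of the 11 milk genes measured by qPCR, 11 rose on the array at T4 (11 adjusted over the list alone). C3 did not pass without goats 3 and 5 (adjusted p = 0.0128 and 0.0109), and THBD did not pass without goat 3 (adjusted p = 0.0106). Limma called 0 of the 11 at T5, with 11 at an unadjusted p under 0.05 and 11 when adjusted over the list alone, and 6 passed without goat 8. The study had picked these genes by their fold changes and p-values, so their counts on the array are not independent evidence. The sign on the array was that of the paper's qPCR value for 11 of 11 genes at T5 and for PTX3, S100A8 and EMR1 in blood. EMR1-like is left out of this comparison, since the primers listed for it are those listed for IL18RAP.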

Changes in expression observed at 30 h after challenge (T5 vs T0), from the microarray data were confirmed by qPCR for following genes: S100 calcium-binding protein A8 (logFC 3.0), hormone receptor-like 1 (logFC 3.0), hormone receptor-like 1 precursor (logFC 3.3) genes for blood and colony stimulating factor 3 receptor (logFC 4.4), Complement C3 precursor (logFC 5.6), IL-18 receptor beta (logFC 5.9), leukocyte elastase inhibitor (logFC 3.9), myeloid differentiation (logFC 3.2), pellino protein (logFC 4.3), T-cell activation Rho (logFC 4.4), Thrombomodulin fragment (logFC 3.9), Toll-like receptor 4 precursor (logFC 5.5), tumor necrosis factor (logFC 6.7) genes for milk samples (Additional files 6 and Additional file 7).

## Discussion

This study used a custom microarray to characterise the changes in gene expression during the early response of the goat mammary gland following intra-mammary infection with *S. aureus*. As insufficient caprine sequences were available to create a dedicated goat array, a bovine Combimatrix 90K custom array was used [23]. Technical replicates in preliminary cross species hybridization experiments showed good correlation between replicates confirming the possibility to successfully use this microarray for gene expression analysis in goats. The potential mis-identification of genes using a cross species array was considered to be a potential problem, however, this could be corrected for using specific probes in a subsequent qPRC confirmation step. Thirteen genes with differential expression pre and post infection identified from the microarray analysis were tested by qPCR. In all cases the direction and magnitude of the change in expression seen on the array was confirmed, thus validating the use of the bovine array with goat.

### Transcriptome differences between high and low SCC animal groups

Somatic cell score is strongly correlated with intra-mammary infection, and mastitis incidence in cattle. Somatic cells score is used in genetic selection with the hope that this will select animal genetically less susceptible to mastitis. Pathogens can only multiply in sufficient quantity to become resident in the gland if the defence mechanisms fail, or are slow to respond to the infection. Therefore, control of invading pathogens within the mammary gland is crucial to prevent the establishment of an infection in the udder, therefore immune cell recruitment is an important part of mammary gland defence against pathogens. Understanding the genetic basis of activation and recruitment of these cells is therefore important to understand the role of these cells in mastitis defence.

Goats from two lines selected for high and low SCS were investigated in this study with the hypothesis that the mammary response and function may differ between the lines. A significant difference in macrophage numbers in the udder was observed between the two divergent selection lines prior to infection (T0). As macrophages are the first cellular type involved in the elimination of invading bacteria, the difference may result in dissimilarities between the HSCS and LSCS in early response to natural infection. However, no differences in gene expression in the milk derived cells between the two lines were observed following the experimental challenge carried out in this study. The changes in the numbers and ratios between of cell types are variables dependent on the individual with as much variation seen between compared within line.

Changes expression were also measured in WBC to examine the type and kinetics of systemic in addition to mammary specific responses. Changes in gene expression were observed in the udder from the earliest time point following infection and at 30 hours post infection a large number of genes showed differences. 

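Set against T4 directly, SPP1 had the largest positive log2 fold change of all probes at T5, 2.33 (SE 0.48, adjusted p = 0.0266; 6 of 6 goats higher), which does not pass an adjusted p under 0.01. PTGS2 was lower at T5 than at T4 in 5 of 6 goats, at -1.21 (SE 0.25, adjusted p = 0.0266). NR4A3, a nuclear receptor induced early in cell activation, was lower in 6 of 6 goats, at -1.75 (SE 0.37, adjusted p = 0.0282), and so was the cytokine IL1A, at -1.17 (SE 0.27, adjusted p = 0.0396). S100A9 differed by 0.03 (SE 0.82, adjusted p = 0.987). Between T4 and T5 limma called 0 probes, with 9575 at an unadjusted p under 0.05 and 11 with array weights. The smallest adjusted p was 0.0122, and the count was 0 whichever goat was left out. No array from between 0 h and 24 h is among the samples analysed.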

In the blood white cells (WBC) no change in expression was observed at early time points, while at 30 hours post infection only 9 genes were found to be differentially expressed. 

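S100A9 rose in blood at T5 by a log2 fold change of 1.38 (SE 0.17, adjusted p = 0.000190) in 10 of 10 goats, below the minimum on the fold change. ARG2, a mitochondrial arginase, rose by 1.09 (SE 0.20, adjusted p = 0.0105) in 9 of 10 goats, and TNFAIP6 by 1.46 (SE 0.30, adjusted p = 0.0318) in 9 of 10 goats. Both lay below that minimum too. The receptors and adaptors of pattern recognition had a median log2 fold change of 0.95 and moved up against other probes in limma's camera test with its preset correlation (adjusted p = 4.30e-10, and 0.00791 with an estimated correlation). Neutrophil markers had a median of 0.39 (adjusted p = 6.89e-06, and 0.0403 with an estimated correlation), and 2 of 9 passed by themselves (3 adjusted over the list alone). Of 11 lists written in advance, 10 moved up, and 7 of these calls held with an estimated correlation. Those lost were genes that limit inflammation (adjusted p = 0.0737 with an estimated correlation), cytokines and chemokines (0.166) and interferon-stimulated genes (0.0650). The 3 milk fat genes did not move (adjusted p = 0.505). The 250 probes raised in the study's own T4 list for milk had a median of 0.20 in blood, with 170 positive (adjusted p = 3.18e-20, and 0.0626 with an estimated correlation). The 50 lowered probes had a median of -0.04 (adjusted p = 0.0398, and 0.409 with an estimated correlation). Members of each list could be named only where the study had called them in these goats, mostly as raised in milk. PTX3, CD14 and S100A8 had also been called by the study in blood. The upward moves of the lists are thus not independent evidence of a response in blood.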

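NFKBIA had a larger log2 fold change in milk than in blood at T5, by 2.22 (adjusted p = 0.00259), a call that was lost without goat 3, 4 or 5. In milk 6 of 6 goats were higher than at T0, and in blood, where its log2 fold change was -0.15 (SE 0.14), 4 of 10 goats were. For S100A8 the difference was 1.00 (adjusted p = 0.759), so it was not shown to differ between milk and blood. A limma model of all arrays tested the difference of the T5 responses at each probe, and 1 probe, that of NFKBIA, passed at an adjusted p under 0.05 with a difference above 1.5. At an unadjusted p under 0.05 there were 4546 probes. No probe passed without goats 3, 4 and 5 (0 each), 3 passed without goat 2 and 278 without goat 8. White blood cells at 24 h are not among the samples analysed, so the speed of the 2 responses could not be compared.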

As may be expected this shows that the systemic response is slower than in the udder following infection with *S. aureus* and that the changes in expression are more restricted, at least in the early phases. This is not surprising as cells in the udder are becoming activated in themselves to respond directly to the invading pathogen or signalling to activate and recruit other cells to the site of infection. This is seen in the gene pathways that are activated and discussed below. Changes occurring in the blood are more suitable, at least at these early stages of infection. Unfortunately samples were not available to investigate how the response progressed later than 30 hours following infection.

### Gene expression of milk somatic cells

The PMN, lymphocytes, macrophages, and epithelial cells in the milk represent important components of the innate immune defence of the mammary gland [10].

These cells release chemokines that stimulate a rapid influx of PMN to combat the bacteria. This response was clearly seen in the present study such that at 24-30h post infection PMN reached over 80% of cells present, while the percentages of macrophages, lymphocytes and epithelial cells significantly decreased. Differences in cell types composition change the genes products that are detected, irrespective of the actual changes in expression occurring within particular cell types. This makes the interpretation of the data difficult, as the cell population, as well as gene expression within cell types have to be taken into account.

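EMR1, which mature macrophages carry, rose in milk at T4 by a log2 fold change of 2.98 (SE 0.56, adjusted p = 0.000879) and was higher in 9 of 10 goats. At T5 its log2 fold change was 2.59 (SE 0.64, adjusted p = 0.0956; 5 of 6 goats higher), and without goat 8 it passed at 3.19 (SE 0.54, adjusted p = 0.00254). EMR1 and CD14 were the only markers of monocytes and macrophages with a named probe, and both rose at T4 (2 adjusted over the list alone). At T5 neither passed in limma over all probes, both had an unadjusted p under 0.05, and 2 passed without goat 8 and 2 when adjusted over the list alone. Both were named only because the study had called them in these goats. The array measures the RNA of all cells of a sample together, so a change per macrophage cannot be read from it.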

The significant change in macrophage percentages among different time points is related to changes in genes detected that are within canonical macrophages specific pathways such as *MIF-mediated Glucocorticoid Regulation*, *MIF Regulation of Innate Immunity*, and *Production of Nitric Oxide and Reactive Oxygen Species in Macrophages.* The expression of these pathways increased in the context that the macrophage cells percentage decreased, then there is an enormous increase in expression of these genes. Therefore, the microarray data from milk SCC in this study partly reflect changes in gene expression as a result of alteration in cell proportions within the mammary gland, and partly changes in expression within cell types.

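ZYX (zyxin), a protein of focal adhesions, rose at T4 by a log2 fold change of 3.21 (SE 0.48, adjusted p = 0.000200) in 9 of 10 goats. TAP2, which carries peptides to MHC class I, rose by 3.55 (SE 0.62, adjusted p = 0.000607) in 9 of 10 goats. EGR3, a transcription factor induced within minutes of activation, rose by 2.29 (SE 0.34, adjusted p = 0.000205) in 9 of 10 goats. BCL2A1, which protects neutrophils from apoptosis, rose by 3.33 (SE 0.62, adjusted p = 0.000920), and COL3A1, a fibrillar collagen, by 3.42 (SE 0.61, adjusted p = 0.000645), each in 9 of 10 goats. Of 9 named genes of leukocyte adhesion, 9 rose at T4 (9 adjusted over the list alone), and of 4 interferon-stimulated genes, 4 rose (4 adjusted over the list alone). TRIM25 of the interferon list did not pass without goats 1, 3, 5, 9 and 10 (adjusted p = 0.0104, 0.0146, 0.0142, 0.0139 and 0.0138). Both genes of MHC class I presentation rose (2 adjusted over the list alone), though TAPBP did not pass without goats 1, 3, 4, 5 and 10 (adjusted p = 0.0124, 0.0171, 0.0128, 0.0109 and 0.0135). Both immediate early genes rose as well (2 adjusted over the list alone). No gene of these lists passed in limma at T5 on all goats apart from UBE2L6 with the goat as a block (1.94, adjusted p = 0.00795). UBE2L6 also passed without goat 2 (adjusted p = 0.00839). Without goat 8, 5 adhesion, 1 interferon, 2 MHC class I and 0 immediate early genes passed. At T5 6 adhesion, 3 interferon, 2 MHC class I and 0 immediate early genes were higher when adjusted over the list alone. All of them carry a name only because the study had called them.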

At 24 h following inoculation with *S. aureus* transcription levels of 300 genes were significantly changed in milk somatic cells. These genes fell into functional pathways which associated with cell death, cellular movement, cellular growth and proliferation, cell-to-cell signalling and interaction, and lipid metabolism.

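IL1A, a cytokine that starts fever and recruits neutrophils, rose in milk at T4 by a log2 fold change of 2.14 (SE 0.24, adjusted p = 1.53e-05) and was higher in 10 of 10 goats. A second probe of IL1A rose by 2.27 (adjusted p = 0.000431). At T5 IL1A had 0.97 (SE 0.27, adjusted p = 0.101; 6 of 6 goats higher), and 0.94 (SE 0.25, adjusted p = 0.0221) without goat 8. CSF1, the growth factor of macrophages, rose at T4 by 2.04 (SE 0.39, adjusted p = 0.00111) in 9 of 10 goats. CCL20, which attracts lymphocytes and dendritic cells, rose by 2.29 (SE 0.57, adjusted p = 0.00609) in 9 of 10 goats. CCL20 did not pass without goats 1, 3, 4, 5, 9 and 10 (adjusted p = 0.0195, 0.0204, 0.0147, 0.0196, 0.0201 and 0.0199). Its log2 fold change in these fits stayed at 2.02 to 2.28. Of 5 named cytokines and chemokines, 5 rose at T4 (5 adjusted over the list alone). At T5 limma called 0 of them, with 3 higher when adjusted over the list alone, and 2 passed without goat 8 (CXCL2 and OSM). All 5 carry a name only because the study had called them, so their counts are not independent evidence. Tumour necrosis factor and interleukin 8 themselves have no probe that could be named.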

The levels of the pro-inflammatory cytokines tumour necrosis factor alpha (*TNFα*), interleukin 1 alpha (*IL-1α*), interleukin 8 (*IL-8*) were increased in the SCC following challenge. These cytokines are associated with inflammatory processes and are involved in recruitment and activation of neutrophils into the infected tissue [18]. This response following the recognition of invading pathogens, is characteristic of macrophages present among the milk somatic cells, and is instrumental in attracting PMN involved in immune defence from the blood to the mammary gland. The response to this signalling is observed in the increased % of PMN found in the infected gland at 30 hours. 

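CD14, which passes lipopolysaccharide on to TLR4, rose in milk at T4 by a log2 fold change of 3.68 (SE 0.68, adjusted p = 0.000851 from limma) and was higher in 9 of 10 goats. The increase passed whichever goat was left out. At T5 the log2 fold change of CD14 was 3.07 (SE 0.79, adjusted p = 0.0956; 5 of 6 goats higher), and without goat 8 it passed at 3.74 (SE 0.63, adjusted p = 0.00254).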

Expression of the gene coding for CD14 antigen (*CD14*), a pivotal cell surface protein on macrophages, that interacts with toll-like receptors mediating detection of bacterial cell wall components, was also increased.

The acute phase response is a rapid and a non-specific inflammatory response that provides the initial line of protection against microorganisms and is regulated through the expression of several cytokines [24]. This is consistent with the early stage response observed in the SCC which involves changes in expression of pathways, including *IL-10 Signalling* (T4) and *LXR/RXR activation* (T5). A close relationship between polyamine regulation, in particular the sub-group spermine, and *IL-10 Signalling* has been previously reported in macrophages [25]. An increase of *IL-6* and *IL-10* expression in somatic cells during mastitis infection has also been previously reported in cattle [18,26].

The persistence inflammation, induced by cytokines, is harmful for cells [27] and the affected organ. Therefore the observed activation of the *IL-10 Signalling,* which modulates immune response during the early acute response stage of mastitis infection is important to limit the inflammatory response and tissue damage within the udder. Interleukin-10 is an anti-inflammatory cytokine that blocks NF-kB activity, which leads to suppression of pro-inflammatory mediators such as TNF, IL6, and IL1. Expression was significantly increased for 7 out of 78 putative genes of the *IL-10 Signalling* pathway present on the microarray following infection. 

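ARG2, an arginase that draws arginine away from nitric oxide synthesis, rose at T4 by a log2 fold change of 3.50 (SE 0.57, adjusted p = 0.000358) in 9 of 10 goats. IL18RAP, a subunit of the interleukin 18 receptor, rose by 2.44 (SE 0.40, adjusted p = 0.000396) in 9 of 10 goats. Both passed whichever goat was left out. Of the 7 genes of IL-10 signalling in Table 4, 7 rose at T4 in limma (7 adjusted over the list alone), with a median log2 fold change of 2.44. At T5 none passed over all probes apart from NFKBIA with the goat as a block (2.24, adjusted p = 0.00795), 7 had an unadjusted p under 0.05, and 7 were higher when adjusted over the list alone. Without goat 8, 5 passed (ARG2, CD14, NFKB1, NFKBIA and NFKBIB), NFKBIB at 1.49 below the minimum on the fold change. Without goat 6 NFKBIA passed (adjusted p = 0.00323). The list was drawn from the study's T4 calls on these samples.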

Interleukin 1 receptor antagonist (*IL1RN*) and interleukin 10 receptor beta (*IL10RB*) are also part of the *IL-10 Signalling* pathway and limit inflammatory response, as well as regulating B-cells, T-cells, NK-cells and dendritic cell division and differentiation, which is associated with the immune response.

Lipid metabolism is generally inhibited during the intra-mammary infections [10]. 

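In the LXR/RXR list of Table 4, ARG2 had a log2 fold change of 2.61 at T5 (SE 0.66, adjusted p = 0.0956; 5 of 6 goats higher), and passed without goat 8 at 3.18 (SE 0.48, adjusted p = 0.00122). NFKB1 of the same list had 2.58 (SE 0.72, adjusted p = 0.0993; 5 of 6 goats higher), and passed without goat 8 at 3.15 (SE 0.56, adjusted p = 0.00346). IL18RAP had 1.46 (SE 0.47, adjusted p = 0.123; 5 of 6 goats higher). At T4 5 of the 6 genes rose (ARG2, CD14, IL18RAP, NFKB1 and TLR4) and FASN did not pass. Adjusted over the list alone, 5 were higher and 1 lower at T4 and at T5. At T5 limma called 0 of the 6 over all probes, with 6 at an unadjusted p under 0.05, while 4 were higher and 1 lower without goat 8. The median log2 fold change of the list was 3.23 at T4 and 2.41 at T5, and the study had built the list from its T5 calls.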

In the present study the *LXR/RXR* pathway which is involved in the regulation of lipid metabolism, inflammation, and cholesterol to bile acid catabolism [28] showed reduced expression in SCC following infection. The *PPAR* family consists of *PPARα*, *PPARδ*, and *PPARγ*, each of which act as ligand activated transcriptional regulators. Expression of these genes was found to be reduced following infection in the present study. 

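PPARD, a nuclear receptor for fatty acids, rose in milk somatic cells at T4 by a log2 fold change of 1.70 (SE 0.31, adjusted p = 0.000718) and was higher in 9 of 10 goats. The increase passed whichever goat was left out. At T5 PPARD had 0.78 (SE 0.35, adjusted p = 0.228; 5 of 6 goats higher), and 0.93 (SE 0.32, adjusted p = 0.0670) without goat 8. Of 8 receptors of the LXR, RXR and PPAR families listed in advance, PPARD was the only one with a named probe (1 higher when adjusted over the list alone), so no value can be given for the LXR and RXR genes themselves.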

The *PPAR* ligands include n-3 and n-6 unsaturated fatty acids and their eicosanoid products, thus PPARs are involved in the regulation intracellular lipid levels. *PPAR* is highly expressed in adipose tissue and macrophages and primarily regulates adipogenesis, but also interferes with the transcription of proinflammatory factors such as STAT and NF-κB in macrophages [29]. The down regulation of LXR and RXR and the PPAR genes suggest that during the early stage response to mastitis there might be a “general” deregulation of the lipid metabolism. This has also been observed in cattle infected with *S. uberis* by Moyes *et al.*[19], where the intra-mammary infection led to the activation of pro-inflammatory pathways, and a marked inhibition of lipid synthesis. 

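IDH1, a cytosolic source of the NADPH used for fatty acid synthesis, was lower at T4 by 1.35 on the log2 scale (SE 0.20, adjusted p = 0.000205; 9 of 10 goats lower), below the minimum on the fold change. At T5 IDH1 had a log2 fold change of -1.05 (SE 0.23, adjusted p = 0.0885; 6 of 6 goats lower), and -1.07 (SE 0.25, adjusted p = 0.0127) without goat 8. ABCG2 had -1.58 at T5 (SE 0.51, adjusted p = 0.125; 5 of 6 goats lower). Of 34 genes of milk fat synthesis listed in advance, 3 had a named probe (ABCG2, FASN and IDH1). All 3 were named through the study's own lists of changed genes, so their counts are not independent evidence. ABCG2 is a transporter and not an enzyme of fat synthesis, though the paper puts it under lipid metabolism. At T4 2 of the 3, ABCG2 and IDH1, were lower in limma at an adjusted p under 0.01 (3 adjusted over the list alone). ABCG2 did not pass without goats 3, 4, 5, 9 and 10. At T5 0 of the 3 were lower (3 adjusted over the list alone, and 3 at an unadjusted p under 0.05). Without goat 8, 1 of them, FASN, passed at T5. FASN is also the only named target gene of LXR. From lower expression of these regulators the paper proposes a general deregulation of lipid metabolism in early mastitis.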

The expression of LXR and PPAR and signalling most likely by PPAR*γ,* may provide mechanistic explanation for the inverse relationship between immune response ad fat synthesis. In humans, there is evidence that lipoproteins are part of the innate immune system, and changes in lipid and lipoprotein metabolism that occur during the host response to infection have an anti-infective and anti-inflammatory effect that contributes to the host defence [30].

Moreover, in the stromal vascular fraction, adipose tissue also contains macrophages that secrete pro-inflammatory cytokines, such as TNF-α, IL-1β and IL-6 [31]. Studies focused on the effect of intra-mammary infection in adipose tissue of ruminants are lacking. In a recent work adipose tissue in dairy cows appears to respond *in vitro* to an immune challenge by increased gene expression of cytokines [32].

Meta-analysis approaches are used to combine or integrate information from independent studies to overcome low statistical power in studies and identify common results to increase confidence in the generality of information [22]. In the present study meta-analysis was used to combine information across samples and time-points, which identified 17 differentially expressed genes (Figure 5) which are involved in five pathways. 

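PTX3 had a log2 fold change of 5.26 in milk at T5 (SE 0.90, adjusted p = 0.0454; 5 of 6 goats higher), which misses an adjusted p under 0.01. Without goat 8 it passed at 6.15 (SE 0.55, adjusted p = 9.27e-07). The T5 response of PTX3 in milk exceeded that in blood by 0.23, and limma's test of this difference gave an adjusted p of 0.960. In milk at T5 PTX3 lay within 0.5 of the top of the array in 3 of 6 goats, with a median level of 15.46, so this difference is limited by the scale.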

Pentraxin 3 (*PTX3*) was significantly associated with response to infection and increased the expression in both SCC and blood PMN. PTX3 is a C-type lectin domain family 7 member A (*CLEC7A*) and nucleotide-binding oligomerization domain containing 2 (*NOD2*) belonged to the *Role of Pattern Recognition Receptors in Recognition of Bacteria and Viruses* pathway.

The innate immune system uses a several receptors (*PRRs*) that recognize conserved microbial structures or pathogen-associated molecular patterns (*PAMPS*), such as those that occur in the bacterial cell-wall components peptidoglycan and lipopolysaccharide. *PPRs* are classified as: (i) membrane bound *PRRs* which include toll-like receptors (TLRs), (ii) extracellular *PRRs* that include the complement proteins, pentraxins and collectins involved in the process of opsonization, phagocytosis and apoptosis and (iii) cytoplasmic *PRRs* which include the *NOD* proteins that regulating the cytokine induction initiated by bacterial ligands.

*PTX3* is involved in the initial response of mammary tissue to bacterial infection [18,33,34], and is thought to activate the immune system by binding both micro-organisms and C1q, the first component of the classical pathway of complement activation. *NOD2*, is expressed in monocytes/macrophages, and detects peptidoglican from gram-negative (for example *E. coli*) and gram-positive bacteria (*S. aureus*) [35,36]. Although *S. aureus* is usually an extracellular bacterium, it has been shown to be internalised by different mammalian cells such as pulmonary epithelial cells, enterocytes and neutrophils in a manner dependent on the expression of the virulence regulators *Agr* and *SarA*[37]. The peptidoglycan fragments from cytoplasm-dwelling bacteria could, therefore, be available for recognition by *NOD2* and initiate Nod-dependent cellular responses, making this gene a potential marker for this pathogen infection.

### Gene expression white blood cells

The first changes in gene expression seen in WBC were observed at 30h post-infection and coincided with the lowest TBL and NEU counts. 

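Of the 11 probes higher in blood at T5, 4 were higher in 10 of 10 goats, those of PTX3, ACVR1B, EMR1-like and MTF1. IL18RAP was higher in 10 of 10 goats as well, at a log2 fold change of 1.18 (SE 0.24, adjusted p = 0.0302), below the minimum on the fold change. OSM, which macrophages and neutrophils secrete, had 1.59 (SE 0.35; 10 of 10 goats higher) and an adjusted p of 0.0513 in limma, just above the threshold.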

At this time point 9 genes were found to be differentially expressed. 

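Ranked by log2 fold change in blood at T5, PTX3 was 1st, the EMR1-like probe 2nd, DNAJB6 3rd, TKDP3 4th and EMR1 5th among all probes. TKDP3 did not pass the adjusted p without goats 1, 4, 9 and 10, and DNAJB6 did not without goats 1 and 4. In these fits the log2 fold change stayed at 2.24 to 2.38 for TKDP3 and at 2.60 and 2.70 for DNAJB6.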

As for milk somatic cells, in WBC the gene with the highest fold change was *PTX3*. It was the first long pentraxin identified, an interleukin-1 inducible gene expressed in endothelial cells [38] and is a tumor necrosis factor α (*TNF-α*) inducible gene in fibroblasts [39]. *PTX3* is produced by macrophages and other cell types upon stimulation with primary inflammatory mediators such as LPS, IL-1 or TNF-α [40]. *PTX3* plasma levels are very low in normal circumstances (≤2ng/ml) but expression has been shown to increase following pathogen infection [41]. *PTX3* is a functional ancestor of antibodies, recognizing microorganisms, activating complement, and facilitating pathogen recognition by phagocytes. Hence it plays a role in resistance against selected pathogens [42]. Mature *PTX3* is stored in specific granules by neutrophils and is secreted following recognition of microbial moieties and inflammatory signals [43]. This protein has been previously identified as one of the most up-regulated genes after IMI with *S. aureus*[18]. *PTX3* together with *S100A12* act as anti-microbial agents that could assist defence of the mammary gland against chronic and subclinical infections. 

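By limma's p-value, PTX3 ranked 47th of all probes in milk at T4, 3rd in milk at T5 and 2nd in blood at T5. Without goat 8 it ranked 1st at T4 (adjusted p = 1.33e-08), 2nd at T5 and 1st in blood. At T4 its level was near the top of the array in 8 of 10 goats. IL1A ranked 3rd and NNAT 5th in milk at T4. NFKBIA ranked 1st and UBE2L6 4th in milk at T5, and ACVR1B ranked 3rd in blood.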

In the present study *PTX3* was the most significantly up-regulated gene in both somatic cells (T4 and T5) and in WBC (T5) in response to *S. aureus* infection in goats.

## Conclusions

In the present study early response to an experimental challenge with *S. aureus* was studied between two divergent lines of goat selected for high and low milk somatic cell scores. Although the two lines had a pre-infection difference in milk SCC, the gene expression analysis of SCs from the two lines (HSCS vs LSCS) following infection did not show significant differences. The expression analysis showed that expression changes were largely consistent with changes in the cell types in milk, and the activation of immune cell types. 

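MEFV (pyrin), an inflammasome sensor of granulocytes, rose in milk at T4 by a log2 fold change of 3.62 (SE 0.60, adjusted p = 0.000420) in 9 of 10 goats. CSF3R, the receptor for granulocyte colony-stimulating factor, rose by 2.92 (SE 0.49, adjusted p = 0.000449) in 9 of 10 goats, and NCF1, the organiser of the NADPH oxidase, by 3.85 (SE 0.76, adjusted p = 0.00124) in 9 of 10 goats. ELF5, the transcription factor of milk-secreting epithelium, fell by 1.66 on the log2 scale (SE 0.32, adjusted p = 0.00104) in 10 of 10 goats. CCR4, a chemokine receptor of T cells, fell by 1.72 (SE 0.43, adjusted p = 0.00660) in 9 of 10 goats. CCR4 did not pass without goats 1, 3, 4, 5, 6, 9 and 10 (adjusted p = 0.0218, 0.0187, 0.0238, 0.0143, 0.0124, 0.0189 and 0.0220). Its log2 fold change in these fits stayed between -1.54 and -1.74. Of 9 named neutrophil markers, 9 rose at T4 (9 adjusted over the list alone), though S100A8 did not pass without goats 3, 5 and 9 (adjusted p = 0.0120, 0.0103 and 0.0100). Both named markers of mammary epithelium fell (2 adjusted over the list alone), and so did the only named T cell marker (1 adjusted over the list alone) and the only named milk protein gene (1 adjusted over the list alone). None of these genes passed in limma at T5 on all goats, while 8 neutrophil markers did without goat 8, IL8RA of them at 1.40 below the minimum on the fold change. Adjusted over the list alone 9 neutrophil markers were higher and 1 epithelial marker was lower. The study had called each of them in these goats, and markers of B cells, NK cells, eosinophils, platelets and erythroid cells had no named probe. The paper states that its expression changes were for the most part compatible with altered cell types in milk and with activated immune cells.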

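DDIT4, a stress-induced inhibitor of the growth kinase mTORC1, rose in milk at T4 by a log2 fold change of 3.30 (SE 0.63, adjusted p = 0.00109) in 9 of 10 goats. SESN2, which restrains the same kinase when amino acids are short, rose by 3.04 (SE 0.59, adjusted p = 0.00114) in 9 of 10 goats. BHLHE40, a transcription factor induced by hypoxia, rose by 3.23 (SE 0.57, adjusted p = 0.000639) in 9 of 10 goats. CFP (properdin), the activator of the alternative complement pathway, was higher by 1.42 (SE 0.23, adjusted p = 0.000298) in 10 of 10 goats, below the minimum on the fold change. Of 3 named genes of hypoxia and glycolysis, 3 rose at T4 (3 adjusted over the list alone), and both named genes of complement and the acute phase were higher (2 adjusted over the list alone). C3 (2.16, SE 0.47) did not pass without goats 3 and 5 (adjusted p = 0.0128 and 0.0109). None of the genes of these 2 lists passed in limma at T5, with 1 and 2 higher when adjusted over the list alone. Without goat 8, 1 of each list passed (DDIT4 and C3). No named gene of milk fat synthesis was higher at T4 or T5 by this test. Only 3 of the 34 such genes listed in advance had a named probe. Like the hypoxia and complement genes, they were named because the study had called them, so these counts are not independent evidence.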

An inverse relationship between immune response and lipid metabolism was observed and has previously been described in other species, including cow and sheep.

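Ranked by log2 fold change in milk, PTX3 was 1st of all probes at T4 and at T5. ICAM1 was 3rd, IRF1 4th and BASP1 5th at T4, and S100A9 was 2nd, the EMR1-like probe 4th and ICAM1 5th at T5.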

*PTX3* had the higher log fold change in expression in both in milk and in blood and is a candidate for further studies on the genetic basis of variations to in immune response associated with mastitis.

## Methods

### Animals

Two groups of five primiparous goats from divergent selection for extreme breeding values for the somatic cell score (one group from the high SCS line and the other from the low SCS line) were selected to have similar milk production (3.2 ± 0.5 kg/d) and provided by INRA. Basically, an experimental genetic evaluation was performed using data from 140,000 primiparous alpine goats in 3625 flock by year combination. The trait considered was the lactation mean of monthly somatic cell scores (LSCS) as detailed in *Rupp et al*. [12]. Breeding values for LSCS were expressed in genetic standard deviation with inverted sign (positive index are favorable). Two groups of 5 and 6 bucks with extreme high and low breeding values for LSCS (−1.38 ± 0.68 vs 1.17±0.48, respectively) were selected to sire daughters at the INRA experimental facility of Bourges (UE0332, OSMOY, France). Out of 52 born kids, two groups of 5 daughters (sired by 3 and 4 high and low SCC bucks, respectively) were transferred two months before first kidding to “Centro Zootecnico Didattico Sperimentale dell’Università degli Studi di Milano-Italy” (http://www.veterinaria.unimi.it/Facolta/2586_ITA_HTML.html) for experimental infection.

The study was carried out when the goats were of first parity and at the peak of lactation (48 ± 2 days in milking). Goats were monitored for intra-mammary infections (particularly for *S. aureus*) from parturition to the day of challenge with bacteriological analysis and somatic cell scores measured on milk samples each week as described by *Pisoni et al*. [21] and *Moroni et al.*[44]. Fore milk samples were collected on the three days immediately prior to the experimental infection and all animals were shown to be free of any mastitis pathogens and to have SCC below 250,000 cells/mL.

All experimental procedures were performed according to the Italian legislation, following approval by the ethics committee of University of Milan.

### *Staphylococcus aureus* strain

*S. aureus* strain DV137, which was originally isolated from chronic case of caprine mastitis [45], was used for the experimental infections. *S. aureus* DV137 is positive for clumping factor, free coagulase, enterotoxins C and L, toxic shock syndrome toxin TSST-1 and leukocidin LukDE.

The *S. aureus* strain DV137 was grown from an individual colony by transfer to 10 mL of brain heart infusion broth (Becton-Dickinson Diagnostic Systems, Inc., Milan, Italy) and incubated for 6 h at 37°C. Thereafter, 1 mL of the culture was transferred to 99 mL of tryptic soy broth (TSB, Difco, Milan, Italy) and incubated overnight at 37°C. The concentration of the bacterium in this stock culture was maintained at 4°C overnight. Before infection the stock was diluted with sterile pyrogen-free Phosphate Buffered Saline (PBS, Invitrogen, Milan, Italy) to give a final concentration of 10^3^ Colony Forming Unit/mL (CFU/mL) for the experimental infection.

### Intra-mammary challenge

Prior to intra-mammary challenge the goats were milked by hand and their udders emptied; the teat ends were carefully disinfected with chlorhexidine. The left udder half of each goat was infused with 1 mL (10^3^ CFU/mL) inoculum of *S. aureus*. The right udder half was infused with 1 mL of sterile pyrogen-free PBS. Inoculation was administered intra-cisternally through the teat canal using a sterile blunt needle. Milk samples were collected from all goats from both udder halves just prior to the challenge (T0) and at 6 (T1), 12 (T2), 18 (T3), 24 (T4) and 30 (T5) hours after the experimental infection. At each time point each goat was recorded for: general demeanour, stance, position, food/water intake and vocalization, temperature and the udder examined for temperature, swelling, colour, pain, lumps, injuries to the teats/udder, milk letdown, milk colour and milk clots. A paired t-test (with threshold for statistical significance set to 0.05) was applied to body temperature of LSCS and HSCS to test if the differences observed at each time point were significant.

### Bacteriology and milk somatic cells analysis

Twenty ml milk samples were taken under strictly hygienic conditions from each udder half into two sterile 10 ml tubes. One of the tubes was used for bacteriology, while the other tube of milk was used for SCC analysis. Subsequently, 200 mL of milk were collected from the left infected udders for isolation of cells and further analysis. A paired t-test (with threshold set to 0.05) was applied to milk SCC of right udders in LSCS and HSCS goats to test if the changes at each time point were significant.

Milk SCC were determined in 2-mL of milk, which was heated for 15 min up to 60°C then maintained at 40°C until analysed, in duplicate, on automated fluorescent microscopic somatic cell counter (Bentley Somacount 150, Bentley Instrument, Milan, Italy). For differential cell counts (DCCs), 10 ml of milk were centrifuged for 15 min at 400 *x g*, the cream layer and supernatant were discarded and the cells were washed twice in PBS. DCCs of isolated cell suspensions were estimated by means of esterase stain [46]. Evaluation of the slides was carried out using light microscopy and oil immersion (100-fold magnification). One-hundred cells of each slide were counted meander-shaped and defined as lymphocytes, macrophages, PMN and epithelial cells. Cell identification was achieved using standard methods [47,48].

Aseptically collected milk samples were diluted in sterile PBS and plated onto blood agar plates. The number of CFU was determined after 16 h of incubation at 37°C. Colonies displaying haemolysis were initially counted as *S. aureus*, and subsequently confirmed microscopically and biochemically by the presence of Gram-positive cocci that were both catalase- and coagulase-positive. *S. aureus* isolates were tested by RAPD-PCR [49] to confirm that they were the strain used in the experimental challenge.

### Blood sample analysis

Ten ml of blood samples were collected into EDTA from the jugular vein just prior to the challenge and 6, 12, 18, 24, and 30 hours after inoculation.

Blood samples were analyzed using the ADVIA 120 (Siemens Healthcare) haematology system and the multispecies software provided by the manufacturer. The following parameters were calculated: erythrocyte count (RBC), haemoglobin concentration, haematocrit, mean corpuscular volume (MCV), mean corpuscular haemoglobin (MCH), mean corpuscular haemoglobin concentration (MCHC), leukocyte count (WBC), platelet count (Plt), mean platelet volume (MPV). Leukocyte different counts (percentage and number of neutrophils, lymphocytes, monocytes, eosinophils, basophils and large unstained cells or LUC), were also performed. A paired t-test (with threshold set to 0.05) was applied to blood sample parameters of LSCS and HSCS animals to test if differences at each time point were significant.

### Isolation of white blood cells (WBC)

Ten ml of fresh blood were transferred into a 50 ml tube and 20 ml of 0.2% NaCl were added, mixed with 5 ml of NaCl 3.7% and then centrifuged at 1000 x g for 10 min at 4°C. The pellet was resuspended in 15 ml of PBS and the solution was centrifuged at 1000 x g for 10 min at 4°C. The supernatant was discarded and the pellet was resuspended in 1 ml of Trizol (Invitrogen, Milan, Italy).

### Preparation of milk somatic cells

Fore milk was collected aseptically from both halves of the udder of each goat prior to the challenge and 6, 12, 18, 24, and 30 hours post-infection. Fifty mL of milk were transferred to falcon tubes and centrifuged at 750 x *g* at 4°C for 10 min. The fat layer and the supernatant were discarded and the cell pellet was re-suspended and washed in PBS pH 7.2. After a centrifugation at 450 x *g* for 10 min, the supernatant was discarded and the pellet was resuspended in 3 mL of Trizol (Invitrogen, Milan, Italy).

### RNA extraction

From WBC and somatic cells total RNA was extracted following the instructions of the supplier (Invitrogen, Milan, Italy), further purified using an RNeasy MinElute spin column (Qiagen, Milan, Italy) and eluted in RNase-free water. RNA was quantified using a NanoDrop spectrophotometer (NanoDrop Technologies, Wilmington, DE, USA) and quality-checked using a Bioanalyser 2100 (Agilent, Santa Clara, CA). RNA samples with RNA Integrity Number (RIN) values between 7.0 and 10.0 were used for the microarray analysis.

### Microrray design

The microarray design has been described previously [23], briefly all available bovine transcript sequence information was downloaded from Ensembl release 50, and Unigene and dbEST databases (Sept. 2008). A bioinformatic pipeline was created to align the sequences and select a unique set of minimally redundant bovine transcripts. This dataset was used to design 43,768 unique probes with a length of 35 nucleotides, each representing a single bovine transcript. The microarray probes were designed at the 3′ end of the bovine sequences. These probes were synthesised in duplicate, along with negative and quality controls, on a 90K feature custom array from CombiMatrix (Seattle, WA).

### Array hybridization and statistical analysis

One μg *RNA* was amplified and labelled with Cy5-ULS using the *RNA* Amplification and Labelling Kit from CombiMatrix (ampULSe Cat. no. GEA-022; Kreatech Biotechnology, Amsterdam, The Netherlands). All procedures were carried out according to the manufacturer’s protocols. The purified labelled *aRNA* was quantified using a NanoDrop spectrophotometer (NanoDrop Technologies, Wilmington, DE, USA). Four μg of labelled *RNA* were fragmented to a uniform size and hybridized to the custom array following the Combimatrix CustomArray 90K Microarray Hybridization and Imaging Protocol Arrays were stripped and re-hybridised using the CustomArray Stripping Kit for 90K (CombiMatrix Cat. No. 610049) following the protocols of the manufacturer. Each array was used up to 4 times with no deterioration in signal or increase in background.

To verify the powerful of this bovine custom array for the caprine gene expression study, a series of technical replicates were carried out showing a signal intensities correlation higher than 97% (data not shown).

The hybridised arrays were scanned with a GenePix 4000B microarray scanner (Axon, Toronto, CA) and the images (TIF format) were exported to the CombiMatrix Microarray Imager Software, to perform quality checks of the hybridizations and the spots on the slide. Data were extracted and loaded into the R software using the Limma analysis package from Bioconductor. A design matrix was created using Limma functions to describe the experimental samples and replicates. The raw intensities were processed using quantile normalization and data were then transformed in log2 to be used for the statistical analysis.

Limma performs a linear regression analysis on the hybridizations, using a group-means parameterization approach to compare the different conditions and performs a false discovery rate adjustment with Benjamini-Hochberg correction for multiple testing [50]. False discovery rates of 1% and 5% were accepted for SC and WBC respectively and DE genes were selected using an adjusted P-value cut off equal to 0.01 and 0.05.

The microarray data files have been deposited in NCBI’s Gene expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) at the identifier number GPL14856 and the experiment at the identifier number GSE33894.

### Assignment of affected genes to pathways, networks and biological functions

Each gene symbol of the affected genes identified with R was mapped to its corresponding gene object in the Ingenuity Pathways Knowledge Base. Feeding the lists of affected genes as input to the IPA library identified associated canonical pathways, biological functions and networks which were used to investigate the biological context.

The IPA library items were ranked based on significance of association with the input list of genes. For the canonical pathways this significance was determined based on two parameters: (i) ratio of the number of genes from the input data set that map to the canonical pathway divided by the total number of genes of that pathway and (ii) p-values calculated using Fischer’s exact test determining the probability that the association is explained by chance alone.

For the biological functions and networks the significance was linked to the p-value only, calculated by right-tailed Fisher’s exact test. The p-values for the network analysis take into account the number of affected genes in the network and the size of the network.

### Meta-analysis procedures

Data from all time points were loaded into R software, the signal intensities were processed and normalized using standard Limma procedures, then all the expression data were put together.

MetaMA package was used to perform a moderated t-test with a Benjamini Hochberg (BH) correction at a 0.01 % threshold (to take into account the multiple testing problem) to each time point compared with T0. Once obtained, the p-values from study-specific analysis we combined them into one p-value in sense of sum of logs.

The Venn diagram was built using a modified version of R script “Venn”.

http://bioinfo-mite.crb.wsu.edu/Rcode/Venn.R.

### Real time PCR validation

For the optimization of all real-time assays, ten milk RNA samples at T0 were pooled and normalized to a final concentration of 200 ng/μl and the same procedure was used for samples from T4 and T5. RNA from 10 WBC samples at T0 were pooled and normalized to a final concentration of 100 ng/μl and the same procedure was applied to T5 samples. Pooled samples were serial diluted and used for the set-up of the standard curve (5 points in triplicates); in each assay a negative control was also included.

Samples were analysed one by one: 1 μg of milk and 0.5 μg of blood samples were individually reverse-transcribed using the Superscript II RT-PCR System (Invitrogen Life technologies) following the manufacturers instructions. Each sample was tested in triplicates.

Eleven genes from the milk samples and four from blood samples showing high FC and p-values different between post (T4, T5) and pre-infection (T0), were selected for quantitative real-time PCR validation of microarray results.

Caprine specific rtPCR primers were designed using goat sequence where this was available. When goat sequence was not available transcript-specific primers were designed for the conserved regions of the bovine sequence using Primer Express software (version 3.0) running standard settings.

*ACTB* (actin β), *GAPD* (glyceraldehyde 3-phosphate dehydrogenase), *HMBS* (Hydroxymethylbilane synthase), *RPL13A* (Ribosomal protein L13a), and *YWHAZ* (Tyrosine 3-monooxygenase/tryptophan 5-monooxygenase activation protein, zeta polypeptide) were selected from literature [51] and tested in order to choose a reference gene common to milk and blood analyses according to the variation in the array data. Control cDNA dilution series were created for each gene to establish a standard curve; all real-time reactions were performed in triplicate.

The real-time reaction mixture, in a final volume of 10 μl, included 2 μl dilution 1:10 of the cDNA as template, 1X Power SYBR Green Master Mix (Applied Biosystems, Foster City, CA, USA) and 0.5 μM of each primer forward and reverse (Additional files 6 and Additional file 7) except for blood-gene egf-like module containing, mucin-like, hormone receptor-like 1, where final concentration was 0.05 μM for primer forward and 0.9 μM for primer reverse. The real-time PCR reaction set up was made in 384 optical well plates with a Freedom Evo Robot (Tecan) and carried out on an ABI 7900HT Fast Real-Time PCR System (Applied Biosystem) with a standard programme (50°C*2’/95°C*10’/40 cycles 95°C*15” and 60°C*1’). Data were analyzed with the GeneAmp 7900HT sequence detection system software (PerkinElmer Corp., Foster City, USA).The log input amount of the standard curve was plotted versus the output Ct values and the log input amount of each sample was calculated according to the formula (Ct - b)/m, where b is the Y-intercept, and m is the slope. The log input amount was converted to input amount according to the formula 10^(log input amount), and triplicate input amounts were averaged for each sample.

Data were imported and processed into R using the ddCt analysis package from Bioconductor, time point T0 and *RPL13A* were set as reference sample and reference gene respectively and the 2-ΔΔCt algorithm was applied to find the relative level expression [52].

## Abbreviations

SCS: Somatic Cell Score; SCC: Somatic Cell Count; HSCS: High Somatic Cell Score; LSCS: Low Somatic Cell Score; CFU: Colony Forming Unit; RAPD: Random Amplified Polymorphic DNA; MIF: Macrophage Migration Inhibitory Factor; LXR/RXR: Liver X Receptor/Retinoid X Receptors; PPAR: Peroxisome Proliferator-Activated Receptor.

## Competing interests

In the past five years the authors did not receive any reimbursements, fees, funding, or salary from an organization that may in any way gain or lose financially from the publication of this manuscript. The authors did not hold any stocks or shares in an organization that may in any way gain or lose financially from the publication of this manuscript. The authors did not hold or apply for any patents relating to the content of the manuscript and they did not have financial competing interests.

## Authors’ contributions

PC and RC prepared RNA for hybridization, performed the microarray experiments, the RT-qPCR analysis and drafted the manuscript. RC, PM1 and GP extracted RNA. GP, PM1 and PM2 performed the challenge, collected samples and carried out the bacteriology and phenotypical analyses. MDC and AS performed all the statistical analyses for microarray and meta-analysis. FS designed the microarray and analysed the raw data. RR selected and provided the animals and HC took care of them at the INRA experimental facility. JLW was involved in array design and participated in writing the paper. BC collaborated in microarray experiments and drafted the paper. AS and RR designed the experiment. AS supervised the experimental study. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Significativity of the differential cell counts analysis calculated for each group of goat (HSCS and LSCS) at different time points.** (XLS 25 kb) Click here for file

Additional file 2 **List of the differentially expressed genes between T4 and T0 in milk samples.** Data were extracted and loaded into R software using the Limma analysis package from Bioconductor and the signal intensities were processed and normalized using standard procedures. Genes were considered as differentially expressed if p value < 0.01 and log2 fold change > 1.5. Click here for file

Additional file 3 **List of the differentially expressed genes between T5 and T0 in milk samples.** Data were extracted and loaded into R software using the Limma analysis package from Bioconductor and the signal intensities were processed and normalized using standard procedures. Genes were considered as differentially expressed if p value < 0.01 and log2 fold change > 1.5. Click here for file

Additional file 4 **Most significant affected IPA canonical pathways.** The most significant pathways are: *MIF-mediated Glucocorticoid Regulation*, *MIF Regulation of Innate Immunity*, *NF-kB Signalling*, *IL-10 Signalling* and *Hypoxia Signalling in Cardiovascular System* for T4 and *Production of Nitric Oxide and Reactive Oxygen Species in Macrophages*, LXR/RXR *Activation, Toll-like Receptor Signalling*, *Acute Phase Response Signalling* and *MIF-mediated Glucocorticoid Regulation* for T5. Click here for file

Additional file 5 **Role of pattern recognition receptors in recognition of bacteria and viruses pathway.** Canonical pathway performed with IPA Knowledge Base. Click here for file

Additional file 6 **Oligonucleotide sequences and results for milk samples q-PCR.** The sequences of the couples of primers are listed in the table with q-PCR results. Click here for file

Additional file 7 **Oligonucleotide sequences and results for blood samples q-PCR.** The sequences of the couples of primers are listed in the table with q-PCR results. Click here for file

# Supplementary material for: Response of the goat mammary gland to infection with Staphylococcus aureus revealed by gene expression profiling in milk somatic and white blood cells
**Source:** BMC Genomics. 2012 Oct 9;13:540. doi: 10.1186/1471-2164-13-540

MIF-mediated Glucocorticoid Regulation

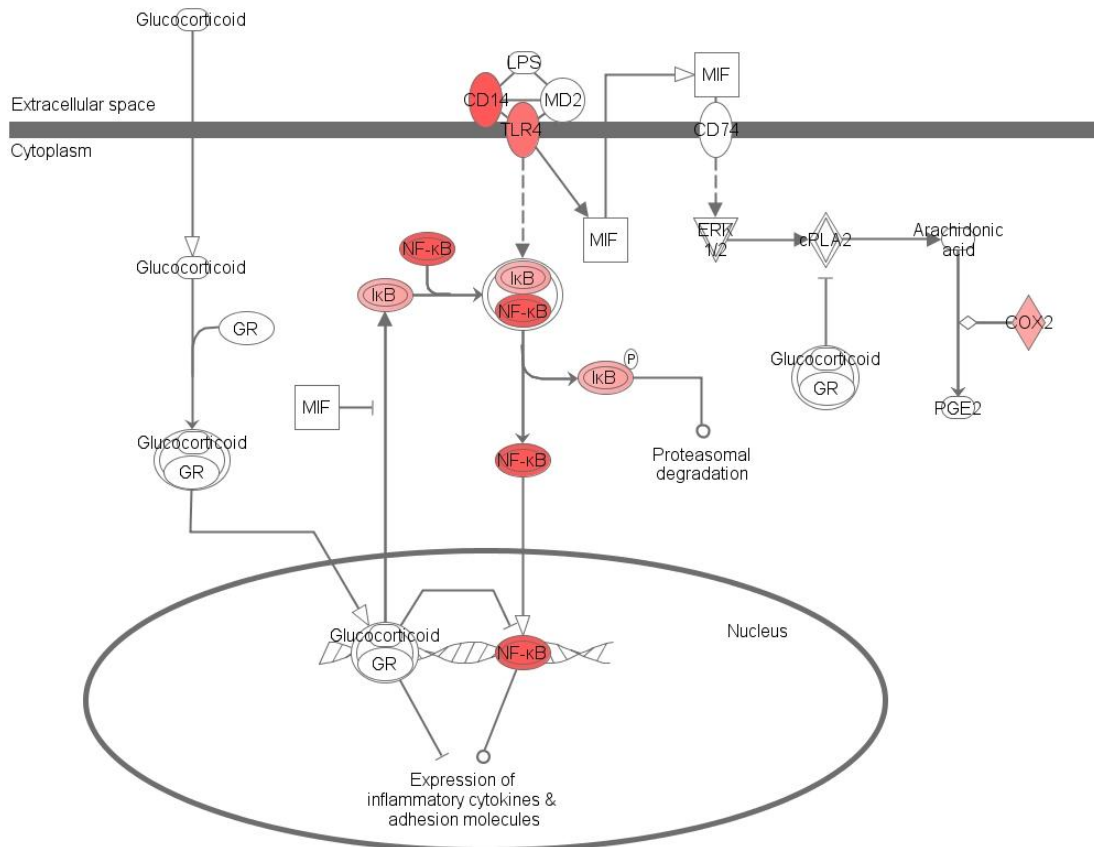

© 2000-2011 Ingenuity Systems, Inc. All rights reserved.

MIF Regulation of Innate Immunity

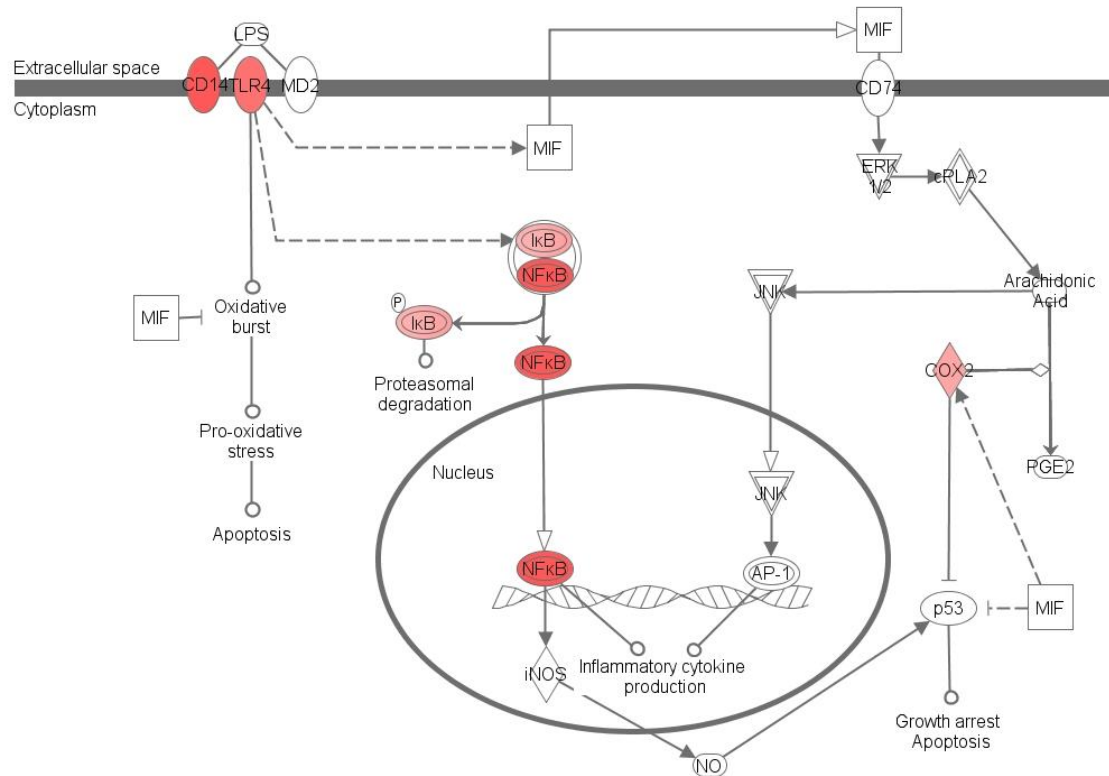

© 2000-2011 Ingenuity Systems, Inc. All rights reserved.

IL-10 Signaling

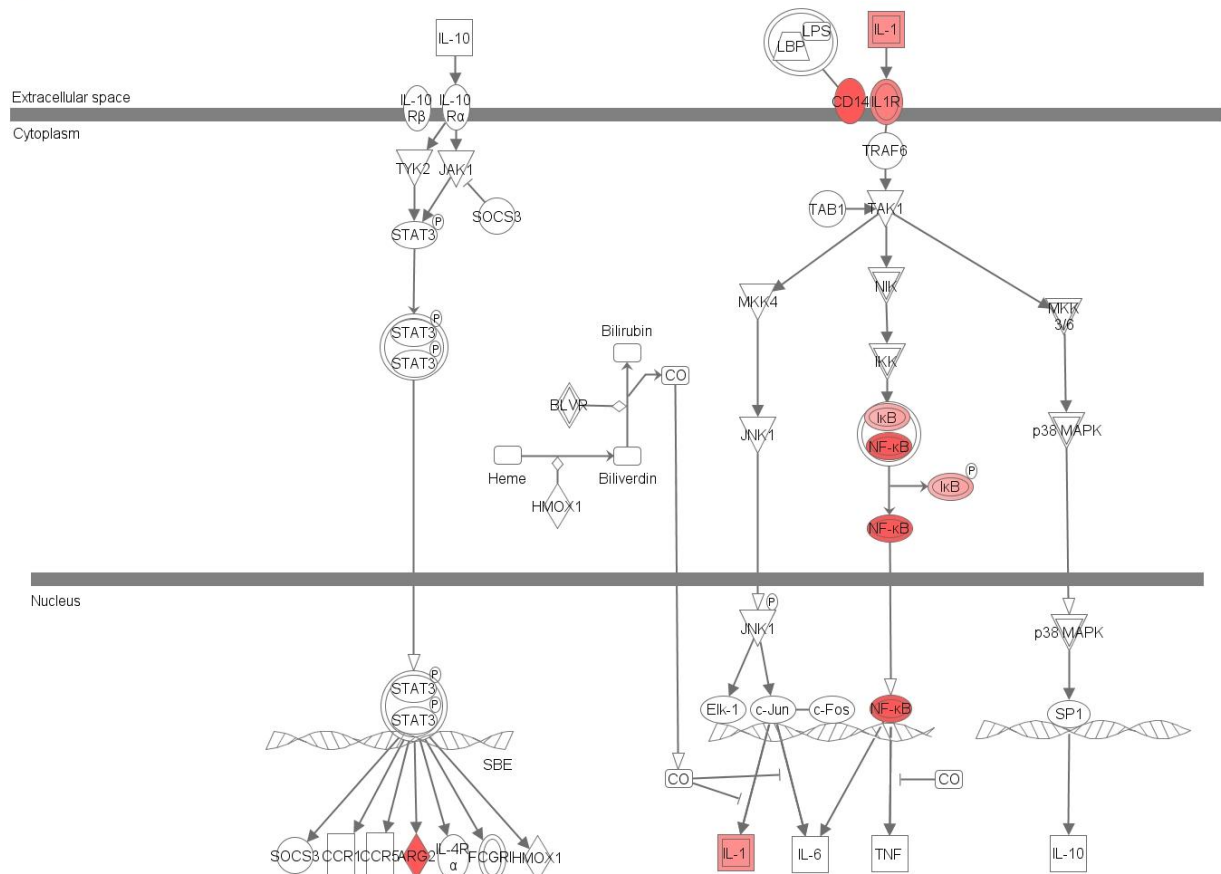

© 2000-2011 Ingenuity Systems, Inc. All rights reserved.

Hypoxia Signaling in the Cardiovascular System

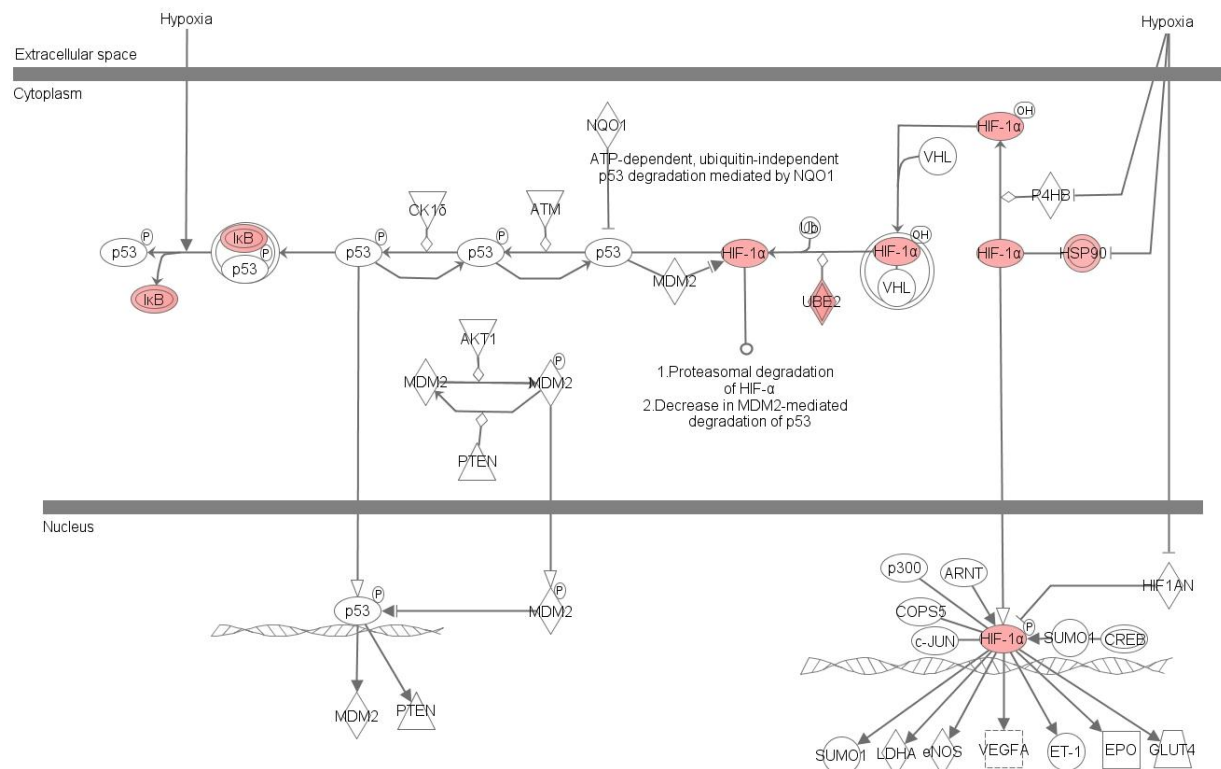

© 2000-2011 Ingenuity Systems, Inc. All rights reserved.

Toll-like Receptor Signaling

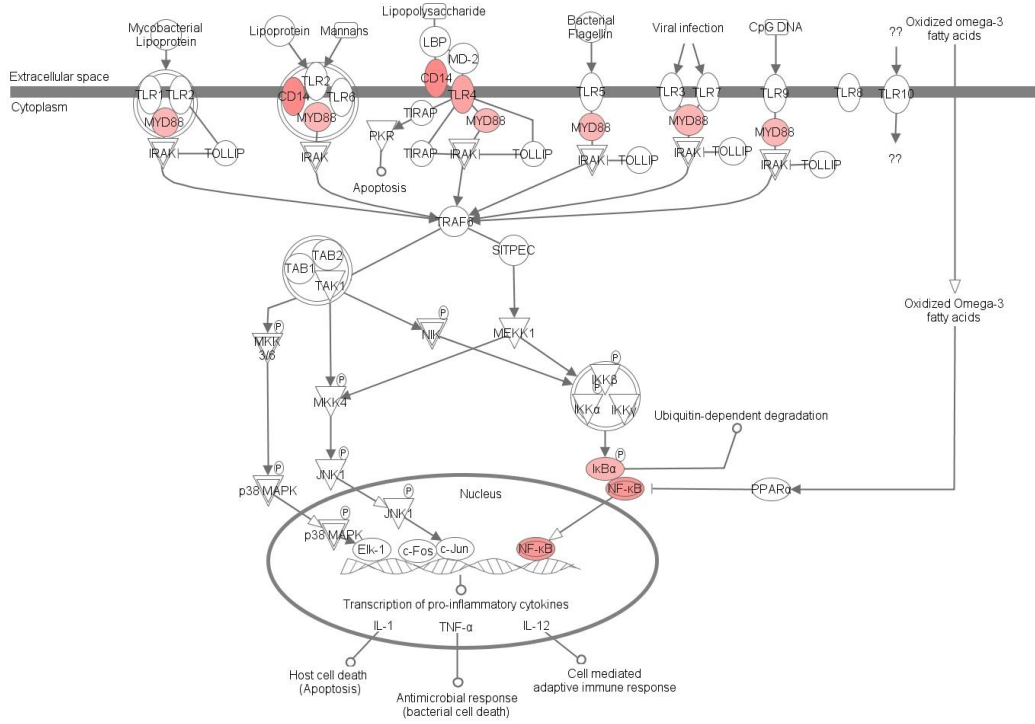

© 2000-2011 Ingenuity Systems, Inc. All rights reserved.

Acute Phase Response Signaling

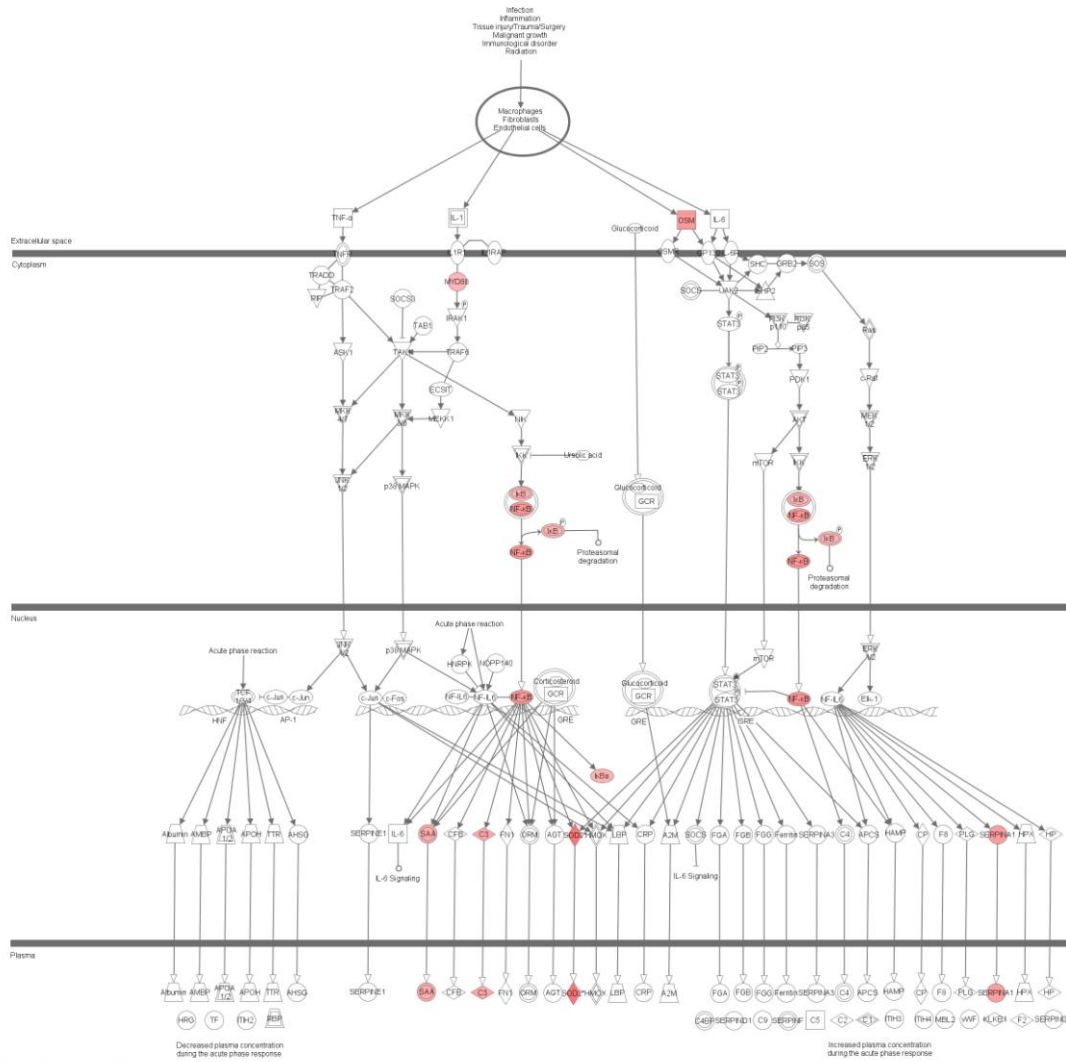

© 2000-2011 Ingefauly Systems, Inc. All rights reserved.

MIF-mediated Glucocorticoid Regulation

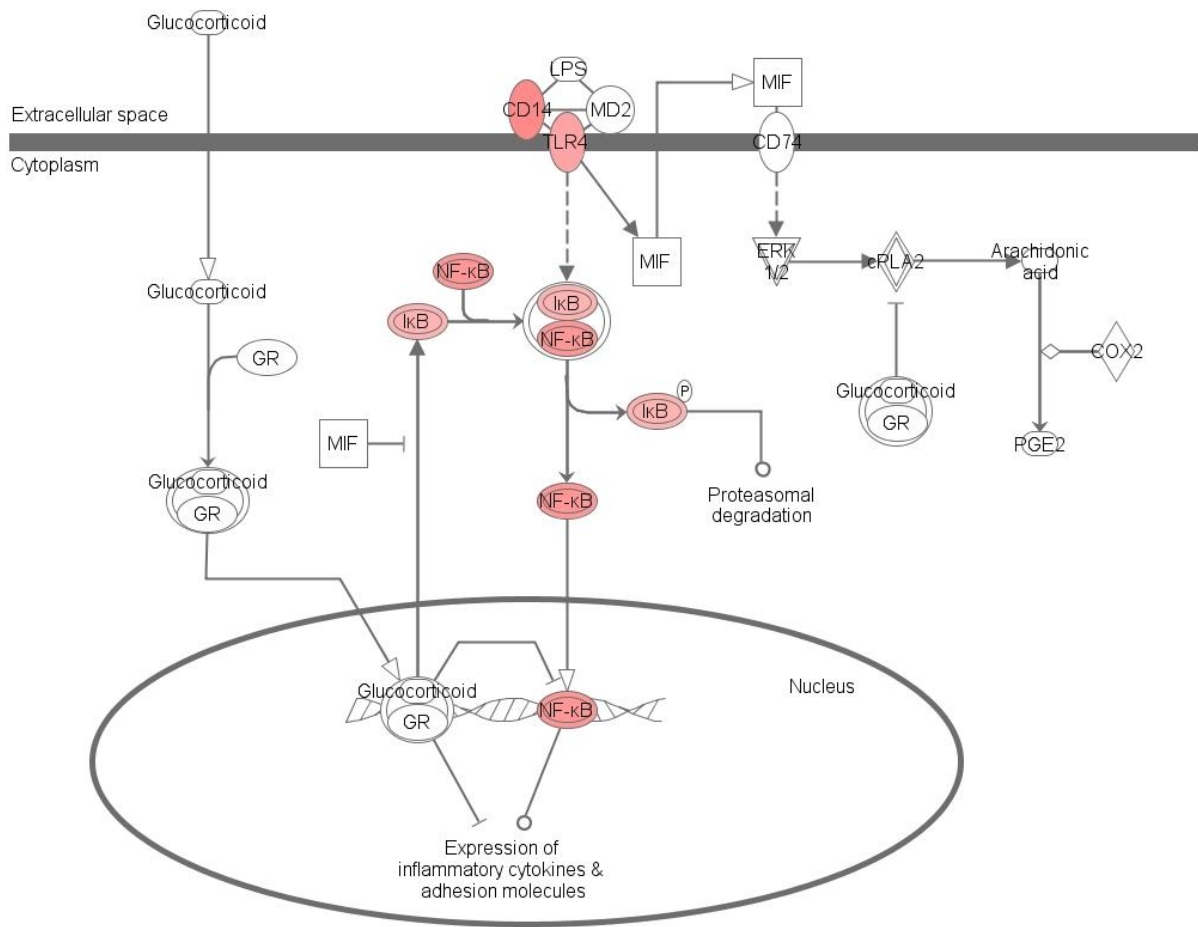

**Supplement:** Additional file 4 — Most significant affected IPA canonical pathways. The most significant pathways are: MIF-mediated Glucocorticoid Regulation, MIF Regulation of Innate Immunity, NF-kB Signalling, IL-10 Signalling and Hypoxia Signalling in Cardiovascular System for T4 and Production of Nitric Oxide and Reactive Oxygen Species in Macrophages, LXR/RXR Activation, Toll-like Receptor Signalling, Acute Phase Response Signalling and MIF-mediated Glucocorticoid Regulation for T5.

How the deposited data were processed for this re-analysis (not part of the article)

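The values analysed come from 46 hybridisations to CombiMatrix arrays of bovine gene probes: milk somatic cells of 10 goats at 0 h and 24 h and of 6 goats at 30 h, and white blood cells of the 10 goats at 0 h and 30 h after inoculation. The deposited values are log2 intensities, which the authors had read from the scanned arrays and quantile normalized over all arrays. The arrays were stripped and used again, and which samples shared an array is not given, so an effect of reuse could not be tested. The same-rank values of the arrays differed by at most 0.407. They were used without a further transformation. The 54 control spots were left out, which left 43768 gene probes, and no other filter was applied.

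Each comparison was fitted with R 4.3.3 and limma 3.58.1 as a linear model of group means with moderated t-tests, and p-values were adjusted by the Benjamini-Hochberg method over all probes. The milk model held the 3 milk groups and the blood model the 2 blood groups. A probe was called at an adjusted p under 0.01 in milk and 0.05 in blood, with an absolute log2 fold change above 1.5. These are the thresholds the paper gives. The T4 and T5 p-values of milk were combined by the sum of logs at an adjusted p under 1e-04. The difference between the milk and blood responses was tested in 1 model of all arrays at the blood thresholds. On simulated changes of 2 on the log2 scale, this procedure called 97.0% of the changed probes at T4, 98.5% at T5 and 100% in blood. The changes were given to probes drawn at random, while the median standard error at T5 was 0.125 over all probes and 0.582 over the paper's 128 T5 probes, so these rates do not hold for probes that vary as much. Random-effect fits and array weights used statmod 1.5.0, and the figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

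The labels number the goats, and equal numbers are the same animal. Deviations from the group mean correlated within goats by 0.409 on average between T4 and T5 in milk, by 0.0373 between T0 and T4 in milk, and by 0.130 between T0 and T5 in blood. The model with the goat as a fixed block called 416 probes at T4 and 15 in blood.

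Probes carry no gene symbols in the deposited files, so 192 probes of 188 genes were named through the identifiers in the study's supplementary tables. The genes given in the text follow a rule: every gene that the paper names as measured; for each comparison, the 10 genes with the largest positive and the 10 with the largest negative log2 fold change among called probes that moved alike in every goat; and the 2 members with the highest and the 2 with the lowest t of each gene list. Values in the paper's tables were seen when the rule was written. The model, the thresholds, the rule, the gene lists and the alternatives were set before the data were examined, apart from those said to be chosen later. The alternatives were other thresholds, the goat as a fixed or random block, other groups in the model, quantile normalization repeated, median centring, cyclic loess, filters on dim probes, a trended and robust variance model, array weights, 1 probe per gene, goats with all 3 milk arrays, and each goat left out in turn.

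Gene lists were tested in blood with limma's camera, with the preset and with an estimated correlation between genes. Besides those given with the paper's claims, the lists of antimicrobial proteins (adjusted p = 8.69e-06, and 0.00689 with an estimated correlation), leukocyte adhesion (1.12e-05 and 0.0228), hypoxia and glycolysis (0.00105 and 0.0150), NF-kB signalling (0.00218 and 0.0445) and NADPH oxidase and redox balance (0.00557 and 0.0403) were higher in blood. In milk at T4, S100A9 and S100A8 of the antimicrobial list were higher (2 adjusted over the list alone), though S100A8 did not pass without goats 3, 5 and 9 (adjusted p = 0.0120, 0.0103 and 0.0100). At T5 0 of the list passed in limma on all goats and 2 without goat 8 (2 higher adjusted over the list alone). No set test was run in milk, since its named genes are those the study had called there. Lists of B cells, NK cells, eosinophils, platelets, erythroid cells, cholesterol synthesis, PPAR targets, MHC class II, the cell cycle, ribosomal proteins and candidate reference genes had 0 named members. The comparison of the selection lines was left out because no label assigns a goat to a line. Some single results are not reported here.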

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

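The tests of exchanged or foreign samples of goat 8, the setting that joins a threshold to the compared groups, and the tests of the lower count at T5 were chosen only after the result was seen. Of 78 groups of samples examined, 6 held a value set far apart from the others, where chance gives about 1 in 20.

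Of these 6 values, 4 belong to milk of goat 8. Its EMR1 level at T0 was 10.74 (other goats 8.94 to 9.65), its IL1A level at T4 was 12.02 (others 12.88 to 13.70), and its mean change at T4 over the raised probes was -1.08 (others 1.05 to 3.34). The correlation of its T5 array with the rest of the group was 0.883 (0.940 or more in the others). In blood, PTX3 of goat 2 at T5 was 10.36 (others 13.30 to 16.00), and SPP1 of goat 7 at T0 was 8.65 (others 8.04 to 8.34).

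On an axis from the mean T0 array (0) to the mean T4 array (1) of the other 9 goats, goat 8 lay at 0.374 at T0, -0.138 at T4 and -0.00901 at T5. The other goats lay between -0.144 and 0.360 at T0, between 0.236 and 1.25 at T4 and at 0.210 or more at T5. An exchange of its T0 and T4 samples cannot be told apart from a low response. Its T0 position of 0.374 is within the spread of the T0 arrays (SD 0.171) of the highest of them. An exchange would leave the low T5 array unexplained. It would also reverse, in goat 8, 57 of the 337 higher and 13 of the 53 lower called probes, which moved alike in all 10 goats. Those probes were picked because goat 8 moved with the other goats, so their reversal does not argue against an exchange. Over all 337 higher probes, however, the mean change of goat 8 was -1.08, against the other goats. A T4 sample from another animal cannot be excluded, since its own blood ranked 3 of 10 by correlation with it and only 4 of the other 9 T4 arrays matched their own blood best. A weak response of the animal may be the source, but its mean blood change of 1.37 was the 2nd lowest of 10, between the lowest of -0.125 in goat 2 and the median of 2.40.

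At T5 in milk, limma called 0 probes (8642 at an unadjusted p under 0.05, and 447 with array weights) against 390 at T4. With the T4 arrays of only the 6 goats seen at T5, 65 were called at T4, so fewer goats do not bring the count to 0 by themselves. Of 99 other sets of 6 goats, the 58 with goat 8 gave a median of 92.5. The 41 sets without goat 8 gave a median of 553 and 314 at least, so the lower counts went with goat 8. Under 10 were called in 3 of the 99 sets, each with goat 8. A wider spread through goat 8 may contribute, as leaving out all its arrays gave 211 and any other goat 1 at most, while leaving out only its T5 array gave 3. A smaller response at T5 may contribute too: with the same 5 goats and 9 T0 arrays, 655 probes were called at T4 and 131 at T5. No probe was called by limma between T4 and T5 in these goats (0, with 6755 at an unadjusted p under 0.05), so a smaller response is not shown by a direct test.

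The log2 fold change of NFKBIA at T5 was higher in milk than in blood by 2.22 by a test of the difference itself, but no probe was called without goat 3, 4 or 5 (0 each), and 5 of 100 exchanges within goats gave as many calls, so chance is not excluded. In blood, MTF1 (1.52), HAS1 (1.58) and a probe without a name (1.55) rose and are not in Table 5. Nor is the EMR1-like probe (3.16), which the paper reports by qPCR. In milk at T4, 145 of the 390 called probes are not in the paper's list, and 55 of its 300 were not called. That list ends at an adjusted p of 0.000914. With only the compared groups and an adjusted p under 0.001, 152 of 156 called probes are in it, but 148 of its 300 probes are not called.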

How the results depend on the processing

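The settings without only the T4 or T5 array of goat 8, those that join a threshold to the compared groups or to leaving out goat 8, and the blood set tests of the paper's T4 list were chosen only after the data were seen. Where no construction shows it, the cause was not tested.

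The T4 count of 390 became 131 at an adjusted p under 0.001, 3815 with no minimum fold change, 724 with array weights (547 higher, 177 lower) and 8 with only the goats that have all 3 milk arrays, which leaves fewer samples. It was 156 with only the compared groups and an adjusted p under 0.001, and 211 to 625 with 1 goat left out (211, 250, 230, 248 and 625 without goats 3, 4, 5, 9 and 8). The other settings gave 369 to 574. The T5 count of 0 by limma (8642 at an unadjusted p under 0.05) became 3 at an adjusted p under 0.05, 3 with the replicate block, 1 with a random block, 1 with only the compared groups, 15 with all 46 arrays, 1 with the stronger filter on dim probes and 447 with array weights. It was 3 without the T5 array of goat 8, 103 with only the compared groups and an adjusted p under 0.05, 415 with goat 8 left out and that threshold, and 0 to 211 with 1 goat left out (1 without goat 2 or 6, 211 without goat 8). Between T4 and T5 the count of 0 by limma (9575 at an unadjusted p under 0.05) became 4 at an adjusted p under 0.05, 3 with all 46 arrays and 11 with array weights, and was 0 to 0 with 1 goat left out.

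In blood the count of 12 became 4 at an adjusted p under 0.001, 92 with no minimum fold change and 7 with array weights, and ran from 7 to 24 with 1 goat left out (7 without goat 1 or 4, 24 without goat 2). The count of 1 for the difference between milk and blood became 0 at an adjusted p under 0.001 (4546 at an unadjusted p under 0.05), 2 with no minimum fold change, 29 with only the compared groups and 426 with array weights, and ran from 0 to 278 (0 without goats 3, 4 and 5, 3 without goat 2, 278 without goat 8). The combined count of 754 became 1258 with the inverse normal combination, 5 with the moderated F-test and 183 with the replicate block, and ran from 48 to 2781 (280, 1144, 48, 50, 93, 387, 2781, 293 and 257 without goats 1, 2, 3, 4, 5, 7, 8, 9 and 10). The correlation of T4 and T5 fold changes moved from 0.770 to 0.838 with the stronger filter on dim probes. The overlap of milk T5 and blood T5 calls moved from 0 to 1 at an adjusted p under 0.05 with no minimum fold change.

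SPP1 at T5 turned from -0.24 to 0.10 without goat 8 (range -0.47 to 0.10 with 1 goat left out), and neither value passed. Median centring and the mean of a gene's probes changed the call of none of the 80 genes named at T4, 70 at T5 and 11 in blood. With cyclic loess CCDC9 (-1.34) and REG3G (-1.47) fell below the minimum fold change at T4. With the replicate block TGM1 passed the adjusted p at T4 (0.00803) but not the fold change (1.17). The block added NFKBIA, TNFAIP6 and UBE2L6 at T5 (adjusted p = 0.00795 each), and changed no other call of a named gene. Without goat 8, 32 of the 70 genes at T5 passed the adjusted p, NFKBIB and IL8RA of them below the minimum fold change. Of the lists, 10 moved in blood in the preset test and 7 with an estimated correlation. Signal limits the array: 37.4% of probes lay above nearly all negative controls.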

Differences from the paper's values

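The settings that join a threshold to the compared groups or to leaving out goat 8 were chosen only after the values were seen. At the thresholds it gives, the paper gives 128 changed probes in milk at T5, 123 of them raised, where limma called 0 and 0 here (8642 at an unadjusted p under 0.05). Every alternative set before the data were examined also differs from the paper, among them 447 with array weights, 211 without goat 8 and 15 with all 46 arrays. With only the compared groups and an adjusted p under 0.05 the counts are 103 and 98, each less than 1.5 times away from the paper's, a setting chosen after seeing the values that drops 27 of the paper's 128 probes. Leaving out goat 8 at an adjusted p under 0.05, also chosen after seeing the values, gives 415 and calls all 128 of the paper's probes. Leaving out goat 8 alone calls 94 of them and drops 34. All 128 have the paper's sign here and an unadjusted p under 0.05, and the largest adjusted p in the paper's list is 0.0496.

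For milk across all its time points, the paper gives 20 genes, which it placed into pathways. Here 754 probes passed for T4 and T5 combined, the only milk time points after inoculation among the samples analysed. The counts may thus not cover the same time points, and they set genes against probes. No alternative set before the data were examined is within the paper's value, with 5 by the moderated F-test, 183 with the goat as a block and 48 without goat 3 among them.

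The paper states that PPAR receptors were reduced, while PPARD rose here at T4 by 1.70 (adjusted p = 0.000718) and had 0.78 at T5. It states that expression in the LXR/RXR pathway was reduced, while 5 of the 6 genes of that list rose at T4, with FASN at -1.33. At T5, the time of that list, 0 of the 6 passed in limma, with 5 positive and FASN at -2.05. Without goat 8, ARG2, CD14, NFKB1 and TLR4 passed at T5 as higher and FASN as lower (-2.47, adjusted p = 0.00829). No LXR or RXR gene had a named probe, so these counts describe the members of the list and not the activity of the receptors. FASN was the only named target gene of LXR. The paper names PTX3 as the raised gene with the strongest significance, and PTX3 is first here by fold change, while by p-value it was 47th at T4, 3rd at T5 and 2nd in blood. Without goat 8, PTX3 was 1st by p-value at T4 (adjusted p = 1.33e-08), 2nd at T5 and 1st in blood. CD14 in blood is in Table 5 and was 1.44 here, below the minimum on the fold change. The text counts 251 raised genes at T4, and the supplementary list holds 250. The text names tumor necrosis factor among the qPCR genes, and the supplementary primer list holds TNFAIP6. The primers listed for EMR1-like in blood are those listed for IL18RAP in milk. Of 61 fold changes compared, 61 had the paper's sign, with a median absolute difference of 0.140.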

Other observations

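The tests of the smaller array fold changes were chosen only after the result was seen, and the tests on chance splits and on goats with larger milk responses were planned.

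SPP1 was the probe with the largest increase from T4 to T5 in milk, and SOD1, the cytosolic superoxide dismutase, moved the same way by 1.08 (SE 0.26, adjusted p = 0.0396; 6 of 6 goats higher). NNAT went the other way by -1.21 (SE 0.29, adjusted p = 0.0396; 0 of 6 goats higher), and KRT19 had 1.15 (SE 0.39, adjusted p = 0.0964; 6 of 6 goats higher). None of these passes an adjusted p under 0.01 in limma.

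The log2 fold changes of T4 and T5 correlated by 0.770 over all probes, against a mean of 0.390 (highest 0.849) for simulated unchanged groups that share the T0 arrays. With 5 of the T0 arrays for T4 and the other 5 for T5, the mean was 0.667. The covariance was 0.0939 against 0.0107 in the simulation, a difference of 0.0833. At an adjusted p under 0.05 with no minimum fold change, PTX3 was the 1 probe higher in milk and in blood at T5, and independent lists would share 0.00514.

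Chance is unlikely for the T4 count of 390: of 100 splits of the arrays, 1 reached it, the real one, and the highest other gave 0. Among 100 exchanges within goats 2 reached it, the highest other being 436, with goats 2 and 8 exchanged, which points to a structure of the samples. In blood, 1 of 100 splits reached 12 (highest other 0) and 1 of 100 exchanges within goats (highest other 3), so chance is unlikely. For the combined count of 754, 1 of 100 splits (highest other 293) and 1 of 100 exchanges within goats (highest other 0) reached it. For the T5 count of 0 by limma, 100 of 100 splits (highest other 0) and 64 of 64 exchanges (highest other 30, with goat 8 exchanged alone) are as large, so that count says nothing against chance. By the 8642 probes at an unadjusted p under 0.05, 2 of 100 splits (highest other 9494) and 3 of 64 exchanges (highest other 10872) were as large. Few splits reached the real number, but some exceeded it, so chance is not excluded. Between T4 and T5, 100 of 100 splits (highest other 151) and 64 of 64 exchanges (highest other 0) reached the count of 0 by limma. By its 9575 probes at an unadjusted p under 0.05, 3 of 100 splits (highest other 10841) and 1 of 64 exchanges (highest other 8511) were as large. For the 1 probe that differed between milk and blood, 2 of 100 splits (highest other 4) but 5 of 100 exchanges within goats (highest other 107) were as large, so chance is not excluded there.

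The array fold changes were smaller than the paper's qPCR values for 11 of 11 genes at T4, 11 of 11 at T5 and 4 of 4 in blood, EMR1-like included. The top of the array scale is argued against as the whole reason, because genes over 1 below the top still differed by a median of 3.02 (quartiles 2.47 to 3.35). An equal compression of all array fold changes could not be told apart. The ratio of array to qPCR values ran from 0.352 to 0.689 in milk at T4 and from 0.249 to 0.606 at T5. In blood it ran from 0.701 to 0.947, or to 0.833 without EMR1-like. Only PTX3 was measured in both milk and blood, and the primers listed for EMR1-like in blood are those listed for IL18RAP in milk. No biological explanation was tested.

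A hypothesis was that goats with a larger milk response also respond more in blood. Over 10 goats the mean change of the 337 probes raised at T4 correlated between milk at T4 and blood at T5 by r = 0.467 (permutation p = 0.171), which by itself speaks against the hypothesis as it was written. By rank the correlation was 0.733 (permutation p = 0.0202), and r without goats 2 and 8 was 0.359. The planned bound on the p of r was met, but it is not taken as decisive, a reading adopted after the result, because 10 goats are few and the rank test gave the other answer.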
